# H3K27ac mediated SS18/BAFs relocation regulates JUN induced pluripotent-somatic transition

**DOI:** 10.1186/s13578-022-00827-1

**Published:** 2022-06-16

**Authors:** Runxia Lin, Ziwei Zhai, Junqi Kuang, Chuman Wu, Yuxiang Yao, Ruona Shi, Jiangping He, Shuyang Xu, Pengli Li, Yixin Fan, Wei Li, Zichao Wu, Xiaoxi Li, Jin Ming, Jing Guo, Bo Wang, Dongwei Li, Shangtao Cao, Xiaofei Zhang, Yi Li, Duanqing Pei, Jing Liu

**Keywords:** Embryonic stem cells, Differentiation, Early development, PST, Chromatin organization, SS18/BAFs, H3K27ac

## Abstract

**Background:**

The exit from pluripotency or pluripotent-somatic transition (PST) landmarks an event of early mammalian embryonic development, representing a model for cell fate transition.

**Results:**

In this study, using a robust JUN-induced PST within 8 h as a model, we investigate the chromatin accessibility dynamics (CAD) as well as the behaviors of corresponding chromatin remodeling complex SS18/BAFs, to probe the key events at the early stage of PST. Here, we report that, JUN triggers the open of 34661 chromatin sites within 4 h, accomplished with the activation of somatic genes, such as *Anxa1*, *Fosl1*. ChIP-seq data reveal a rapid relocation of SS18/BAFs from pluripotent loci to AP-1 associated ones. Consistently, the knockdown of *Brg1*, core component of BAF complexes, leads to failure in chromatin opening but not closing, resulting in delay for JUN induced PST. Notably, the direct interaction between SS18/BAFs and JUN-centric protein complexes is undetectable by IP-MS. Instead, we show that H3K27ac deposited by cJUN dependent process regulates SS18/BAFs complex to AP1-containing loci and facilitate chromatin opening and gene activation.

**Conclusions:**

These results reveal a rapid transfer of chromatin remodeling complexes BAF from pluripotent to somatic loci during PST, revealing a simple mechanistic aspect of cell fate control.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-022-00827-1.

## Background

Cell fate transition is a multi-level, high-precision, multivariate-regulated intricate biological event, which extensively occur in multi-physiological processes, such as organism development [1, 2], immunity [3, 4], stress [5], metabolism [6], and tumorigenesis [7, 8]. The exit from pluripotency or pluripotent-somatic transition (PST) is a prospective cell fate transition model [9], representing a key stage for early embryonic development, however, remains largely unknown in mechanisms. Basically, previous models for PST research mostly focus on the changing of the ESC culture medium, such as removal of LIF [9–11], or addition of FGF2 [12] etc., with considerable heterogenous and instability, limited the underline mechanism research.

Previously, we reported that JUN/AP-1, acting as guarder of somatic cell fate, is incompatible with OCT4, which safeguard the pluripotent cell fate in mouse embryonic stem cells or mESCs [13]. The induction of JUN leads to a dramatic morphological change as well as repression of pluripotent genes and activation of somatic genes within 48 h in ESCs [13]. Based on these findings, we construct a robust and fast PST system, JUN^TetON^ ESC [13]. Compared to other PST models (2–3 days) [9–11, 14], JUN-induced PST takes within only 8 h (less than one cell cycle), more than 6 h JUN induction will lead an irreversible differentiation of mESCs [15], thus offering us a good opportunity to capture the key events of PST occurred in the early stage. Recently, we reported that SS18/BAFs play a critical role in JUN-induced PST [15]. BAFs, also known as mammalian switch/sucrose nonfermentable(mSWI/SNF), initially found in S. *cerevisiae*, contain an enzyme subunit BRG1 or BRM serving the ATP-dependent chromatin remodeling function, as well as other regulatory subunits, like SS18 [16]. BAF complexes have three subtypes: canonical BAF (cBAF), non-canonical BAF (ncBAF) and polybromo-associated BAF (PBAF). They share the ATPase BRG1 but differ in specific subunits [17]. Our recent work shows that SS18 contained BAFs, i.e., cBAF and ncBAF, but not PBAF, facilitate JUN induced PST [15]. BAFs play crucial roles in many biological processes, including but not limited to development [18], immunity [3, 19, 20] and cancer [16]. However, the underlying mechanism on how BAFs regulate JUN-induced PST is still unknown.

Given the remarkable impacts of SS18/BAFs on chromatin architecture, we investigate the chromatin accessibility dynamics as well as the behaviors of SS18/BAFs by using ATAC-seq, ChIP-seq and IP-MS techniques to detect the detail information on how SS18/BAFs respond to JUN induction signaling to mediate the quick PST in 8 h. Here, we report that, instead of direct protein–protein interaction with JUN centric protein complex, SS18/BAFs undergoes a large-scale relocation from pluripotent loci to AP-1 binding loci by recognizing the H3K27ac created by JUN overexpression, leading to a rapid PST.

## Results

### Chromatin accessibility dynamics during JUN-induced PST

Taking advantages of the incompatibility between JUN and pluripotency, we constructed a robust PST system, JUN^TetON^ ESC, in which 90% mESCs colonies (~ 90%) will exit from pluripotency within 8 h [15], providing us an ideal platform to investigate the underline mechanisms for cell-fate transition with time scale in hours. To evaluate the non-specific effect for Doxycycline (Dox) concentration, we test the response of WT ESC by 2 μg/ml Dox treatment. No significant change was observed in either the expression of pluripotent/AP-1 related genes (Additional file 1: Fig. S1A) or the morphology of ESCs (Additional file 1: Fig. S1B). In addition, knockdown JUN by shRNA in JUN^TetON^ ESC, can partially rescue Dox induced PST (Additional file 1: Fig. S1C). Those data indicate that the non-specific effect for 2 μg/ml Dox treatment in JUN-induced PST system is extremely low.

To figure out the chromatin architecture dynamics during JUN-induced PST, we collected JUN^TetON^ mESCs samples with Dox treatment for 0, 4, 8 and 12 h (Fig. 1A) for ATAC sequencing (ATAC-seq). The calling peaks, as shown previously [21], was divided into three basic categories: PO, permanently open during PST, which was further divided into PO-up (POU),PO-down (POD) and PO-no change(PON) subgroups according to the trends of chromatin accessibility dynamics; OC, open at 0 h but closed during PST, which was further divided into OC1(0–4 h), OC2(4–8 h) and OC3(8–12 h) subgroups according to different time window; CO, closed at 0 h but opened during PST, which was further divided CO1(0–4 h), CO2(4–8 h) and CO3(8–12 h) subgroups according to different time window (Fig. 1B). Based on the above catalogs, we show by heatmap (Fig. 1B) and line chart (Fig. 1C) that the chromatin state change dramatically by JUN induction within 12 h, e.g., 18,801 OC peaks, 45,416 CO peaks, 16,751 PO-up peaks and 21,976 PO-down peaks. Strikingly, the curve of CO1 peaks shows the largest increments (34,661) among all the subgroups (Fig. 1C). As 6 h exposure to Dox treatment leads to an irreversible pluripotency exit during JUN induced PST [15], we further investigate the chromatin accessibility dynamics (CAD) features for those subgroups in detail. Motif discovery for each subgroup indicates a gradual chromatin closing for loci occupied by pluripotent factors, e.g., ESRRB, TCFCP2L1, NR5A2, TCF3/4, KLF4/5, POU5F1, SOX2, OCT4-SOX2-TCF, while prominent chromatin opening for loci occupied by AP-1 factors, e.g., JUND, FOSL1/2, ATF1/2/3/4/7, BACH1/2, MAFA/MAFK (Additional file 2: Fig. S2A, B), demonstrating the closing of pluripotent chromatin and the opening of somatic chromatin in JUN-induced PST, consistent with the binary logic we proposed for cell fate transition in reprogramming [21]. We then show the top10 motifs enriched for each CAD subgroups. Significantly, motifs for AP-1 family factors are the dominant ones in all the CO1, CO2 and CO3 peaks, while motifs for SOXs/OCTs were obvious in all the OC1, OC2 and OC3 peaks (Fig. 1D and Additional file 2: Fig. S2B). Notably, motif for YY1 is present in OC1 and OC3, but not in OC2, indicating the difference for chromatin closing among those three stages (Additional file 2: Fig. S2B).

**Fig.1:**
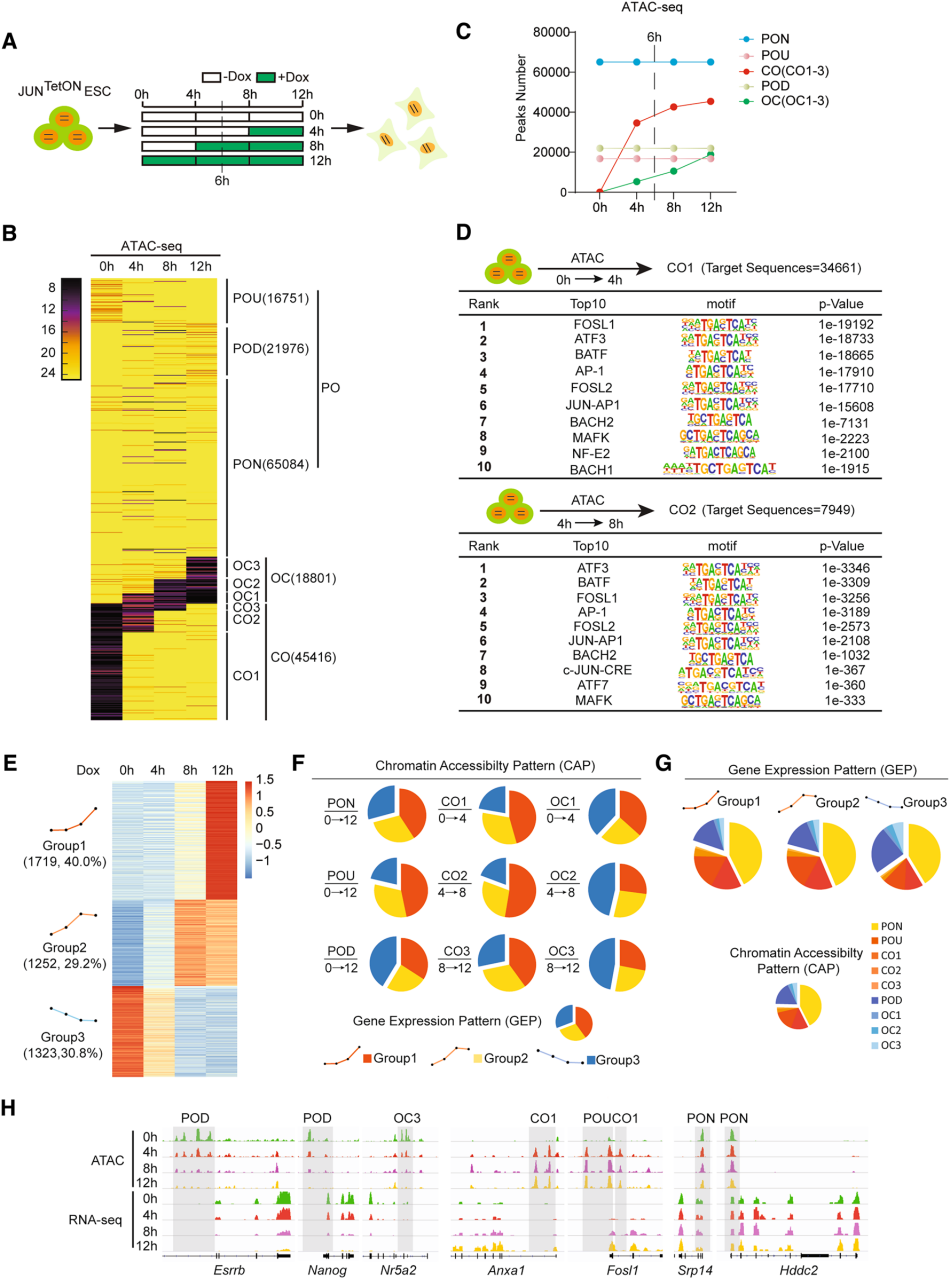
The chromatin accessibility dynamics during PST. **A** Schematic for JUN induced pluripotent to somatic transition (PST) and time course sample collection. ESCs containing JUN^TetON^ and switched into medium plus/minus doxycycline(Dox) and then harvested for ATAC-seq at the time points indicated in the upper row. Time points: 0 h, 4 h, 8 h, 12 h. **B** Heatmap showing the chromatin accessibility dynamic changes during PST. Loci of chromatin were arranged into groups depending upon the day of PST they changed from closed to open (CO) or open to closed (OC) or when they were permanently open (PO). PO was subdivided into those loci that declined (but remained open) as PO-down(POD), those that increased as PO-up(POU), and those that were unchanged (PON). CO and OC were subdivided CO1-3, OC1-3 respectively. **C** The number of peaks defined in each of the OC/CO and PON/POU/POD categories. **D** Motif analysis for CO1 and CO2 during JUN based PST. Table lists for the top10 most enrichment motifs. Peaks number = 34,661, 7949, respectively. **E** Heatmap of RNA-seq data during JUN based PST. Three groups have been divided, gruop1 and group2 indicate gene upregulated, and group3 indicates gene downregulated. **F** Correlation between ATAC-seq and RNA-seq. Each group of ATAC-seq binding sites are mapped to the TSS–/ + 10 kb, these gene are overlap to RNA-seq. Then we calculate the percentage of three group RNA-seq in each ATAC group which got by overlap ATAC-seq and RNA-seq, indicated by pie chart. **G** Calculating the percentage of every ATAC group in each RNA-seq group which got by overlap ATAC-seq and RNA-seq, indicated by pie chart. **H** Selected genomic views of the ATAC-seq data were shown for the indicated PON, POU, POD, CO, OC groups. Loci of indicated groups are marked with gray boxes. The RNA-seq expression values for the respective genes are shown below. RNA-seq expression units are in TPM (Transcripts Per Million reads), the following is the same

By combining RNA-seq and ATAC-seq data, we further investigate the correlation between gene expression pattern (GEP) and chromatin accessibility pattern (CAP) during PST. To achieve this, the differentially expressed genes are divided into three groups: Group 1, gradually upregulated,1719; Group 2, immediately upregulated,1250; Group 3, down regulated,1323 (Fig. 1E and Additional file 2: Fig. S2C). We extracted all the genes located in each CAP subgroups and made a mapping for the genes shared between each CAP subgroup and GEP subgroup (Fig. 1F, G). The mapping ratios are calculated to assess the correlation between GEP and CAP. Through simple statistical analysis, we show that, PON relative genes have similar ratios to GEP pattern; POU/CO1/CO2 relative genes have the most significant correlation with gene upregulation; POD/OC3/OC2 relative genes have the most significant correlation with gene down-regulation (Fig. 1F). In addition, genes in Group1/2 have higher mapping ratio to POU/CO1/2/3; Genes in Group3 have higher mapping ratio to POD/OC1/2/3 (Fig. 1G).

We further investigate the relationship between CAP and GEP in temporal dimension by analyzing specific genes in the time course RNA-seq and ATAC-seq data. We find a significant delay for the emergence of RNA peaks (8 h) to ATAC peaks (4 h) in the loci of somatic genes such as *Anxa1*, *Fosl1* (Fig. 1H). These findings suggest a model in which chromatin open facilitating gene activation at the early stage of PST. In addition, the behaviors of ATAC peaks and RNA peaks in the loci of pluripotent relative genes such as *Esrrb*, *Nanog*, and *Nr5a2* are quite synchronous, both disappearing at 12 h (Fig. 1H). These data indicate that JUN mediated chromatin opening initiates the transition of PST.

### The relocation of SS18/BAFs during JUN-triggered PST.

Recently, using CRISPR/CAS9 genome-wide screening technology, we identified SS18/BAF complexes as critical epigenetic coagent for JUN-triggered PST [15]. To further explore the underline mechanisms, we performed ChIP-seq to detect the occupancy of JUN, SS18/BAFs in chromatin as well as the modification of H3K27ac during PST at 0 h and 8 h, respectively. The resulting omics data were combined to ATAC-seq data for further analysis (Fig. 2A). Generally, heatmaps for these omics data reveal a genome-wide consistency in pattern among chromatin accessibility state, JUN binding and H3K27ac modification (Fig. 2A, left three panel), consistent with the function of JUN protein in chromatin opening. Attractively, ChIP-seq signaling for SS18 and BRG1 show a significant switch from OC/POD peaks at 0 h to CO/POU peaks at 8 h (Fig. 2A, right two panel), indicating a dramatic relocation for SS18/BAFs during PST. Particularly, in loci relative to pluripotent genes, such as *Esrrb*, *Nanog* and *Nr5a2*, the loss of SS18/BRG1 binding is accompanied with chromatin closing, loss of H3K27ac as well as mRNA expression (Fig. 2B). In contrast, for loci related to somatic genes, such as *Anxa1* and *Fosl1*, the emergency of SS18/BRG1 binding signaling is accompanied with chromatin opening, gain of H3K27ac, as well as mRNA expression (Fig. 2B). We then performed motif discovery for SS18/BRG1 binding sites at 0 h and 8 h, respectively. Top10 enriched motifs indicates an obvious translocation of SS18 from loci regulated by pluripotent factors, such as OCT4-SOX2-TCF-NANOG, ESRRB, NR5A2, SOX2 at 0 h to AP-1 family factors, such as FOSL2, JUN, FOSL1, ATF3, BATF, BACH1/2 at 8 h (Fig. 2C, D), the later one was largely overlapped to the motifs enriched in JUN binding loci at 8 h (Additional file 3: Fig. S3A). Quantitatively, SS18 undergoes a relocation from 3643 chromatin loci at 0 h to 9949 new chromatin loci at 8 h, remains only 1748 loci unchanged (Fig. 2E, left panel). Notably, JUN shares substantial co-occupancy with SS18 at 8 h (Fig. 2E, right panel), indicating a possible protein–protein interaction between JUN and SS18. We further investigate the chromatin accessibility dynamics (CAD) for loci occupied by SS18 (0 h, 8 h) and JUN(8 h), respectively, and showed by pie chart that, among loci occupied by SS18 at 0 h (5391), PON, 49.8%, indicating a constant open in chromatin state for those loci to 8 h; POD + OC,33.4% + 10.9%, indicating a majority close for those loci to 8 h (Fig. 2F, left panel). While for loci occupied by SS18 at 8 h (11,697), PON, 47.6%, POU + CO, 25.6% + 16.7%, represented a majority open for those loci to 8 h(Fig. 2F, middle panel). Those data indicate SS18 has a strong correlation with chromatin open. In addition, for loci occupied by JUN at 8 h (6154), PON (23.7%) + CO(34.3%) + POU(34.6%), 92.6% in sum (Fig. 2F, right panel), also suggests a significant correlation for JUN in chromatin open. Taken together, those data suggested a widely relocation for the binding of SS18/BAFs in chromatin at the early stage during JUN induced PST.

**Fig. 2:**
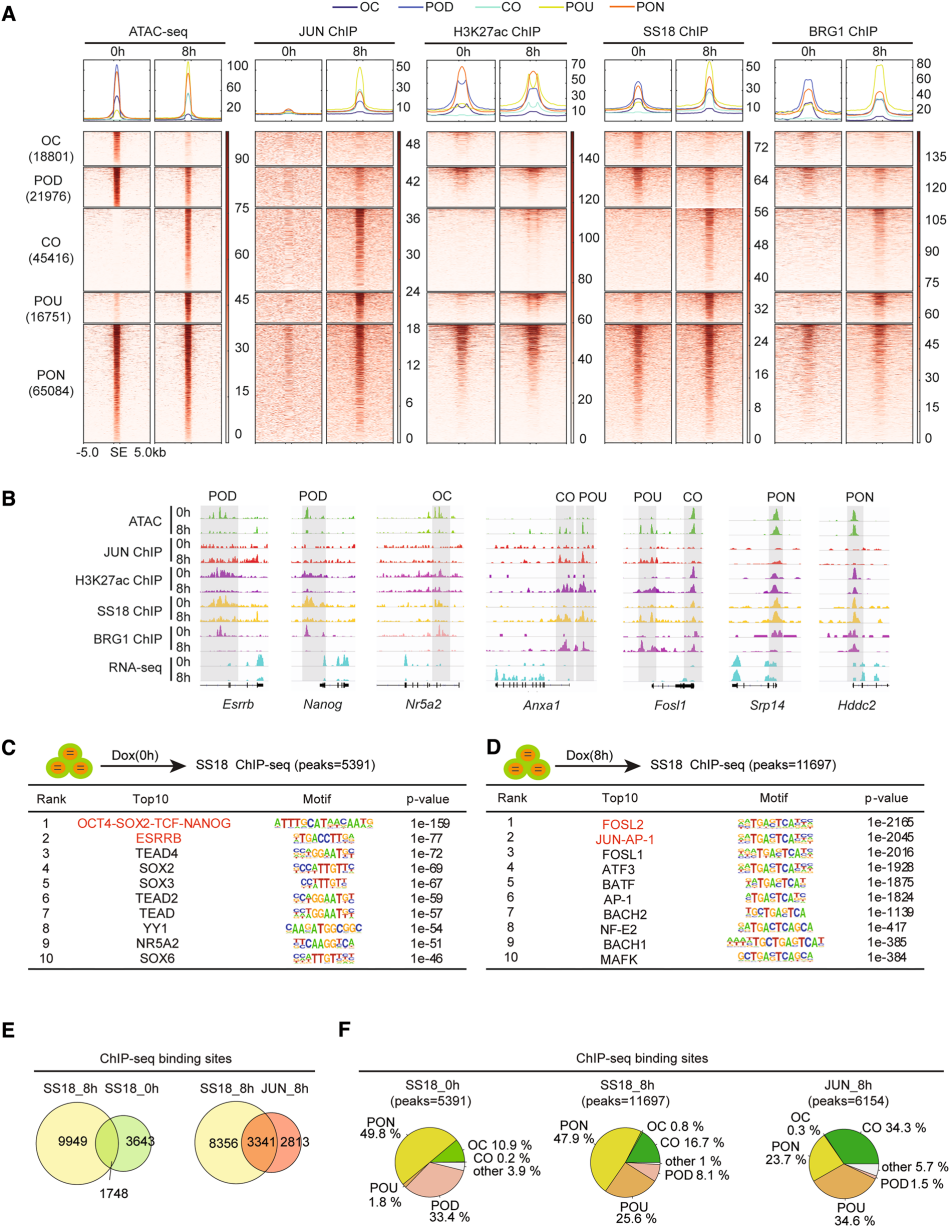
SS18/BAFs relocate from Pluripotent loci to somatic ones. **A** The combination analysis for the ATAC-seq, JUN ChIP-seq, SS18 ChIP-seq and BRG1 ChIP-seq, H3K27ac ChIP-seq data. All the ATAC-seq occupancy sites ± 5 kb of 0hs and 8 h were divided into five categories which were same with Fig. 1B. Number indicates peaks counts of each category. SE stands for TSS and TES, the following is the same. **B** Representative OC, CO, PON, POU, POD genomic views of multiple omics dataset including ATAC-seq, ChIP-seq and RNA-seq under BAFs/SS18 and JUN regulations during the process of JUN based PST and are marked in grey boxes. **C** ChIP-seq analysis for SS18 at 0 h during JUN based PST. Table list for the top10 most enrichment motifs. Peaks number = 5391. **D** ChIP-seq analysis for SS18 at 8 h during JUN based PST. Table list for the top10 most enrichment motif. Peaks number = 11,697. **E** Overlapped peaks for JUN and SS18 at 0 h and 8 h as indicated during JUN based PST indicated in venn plot. **F** Venn plot show changes in chromatin accessibility during the exit of pluripotency at the 0 and 8 h SS18 binding sites and at 8 h JUN binding sites

### SS18/BAFs regulate PST through chromatin opening

Given the correlation among SS18/BAFs relocation, JUN binding pattern, chromatin accessibility dynamics, as well as the function of BAFs in chromatin remodeling, we hypothesize that SS18/BAFs may regulate PST by promoting the accessibility for JUN binding to its targets. To this end, we knocked down *Brg1*, the core ATPase of BAFs by shRNA and then performed ATAC-seq to detect the change of chromatin accessibility during PST. Heatmaps show a dramatic deficiency in CO/POU sites upon the absence of BRG1, while has little impact on the ones in OC/POD/PON groups at 8 h (Fig. 3A), suggesting the major function of BRG1 is chromatin opening. We further compared the chromatin accessibility state between shScr and shBrg1 at 8 h (Additional file 4: Fig. S4A). *Brg1* knockdown leads 55,098 ATAC signaling down (ATD), 17,345 ATAC signaling up (ATU), as well as 60,086 ATAC signaling permanent (ATP) at 8 h. Motif discovery for ATD shows extremely significant for AP-1 family factors, such as FOSL1, JUNB, FOSL2 (Additional file 4: Fig. S4B), suggested the dominant control of these loci by AP1 family factors. Intriguingly, CTCF binding sites are dominant in ATP and ATU groups (Additional file 4: Fig. S4A, B). Meanwhile, we analysis the impact on transcriptome by *Brg1* knockdown at 8 h during PST, and showed by heatmap that, 522 genes are failure to activation (Fig. 3B, up panel, and Additional file 4: Fig. S4C), 600 genes have no significant impact (Fig. 3B, middle panel, and Additional file 4: Fig. S4D), and 269 genes are failure to silence (Fig. 3B, down panel, and Additional file 4: Fig. S4E). We further examined the gene expression pattern for specific loci within different CAD groups upon *Brg1* knockdown, and show that *Srp14* and *Hddc2*, belongs to PON in CAD during PST has no change upon *Brg1* knockdown in both chromatin accessibility state and gene expression (Fig. 3C, D, left panel); *Tgfbi* and *Fosl1*, JUN targeting genes, belongs to POU/CO1 in CAD during PST, present a failure in chromatin open, accompanied with recession in gene activation, upon *Brg1* knockdown at 8 h (Fig. 3C, D, middle panel); *Nanog*, *Klf4*, *Nodal*, pluripotent genes, belongs to OC/POD group in CAD during PST, present a failure in chromatin close, accompanied with delay in gene repression (Fig. 3C, D, right panel).These data suggest that SS18/BAFs are critical for chromatin open in AP-1 binding loci at the early stage during JUN induced PST.

**Fig. 3:**
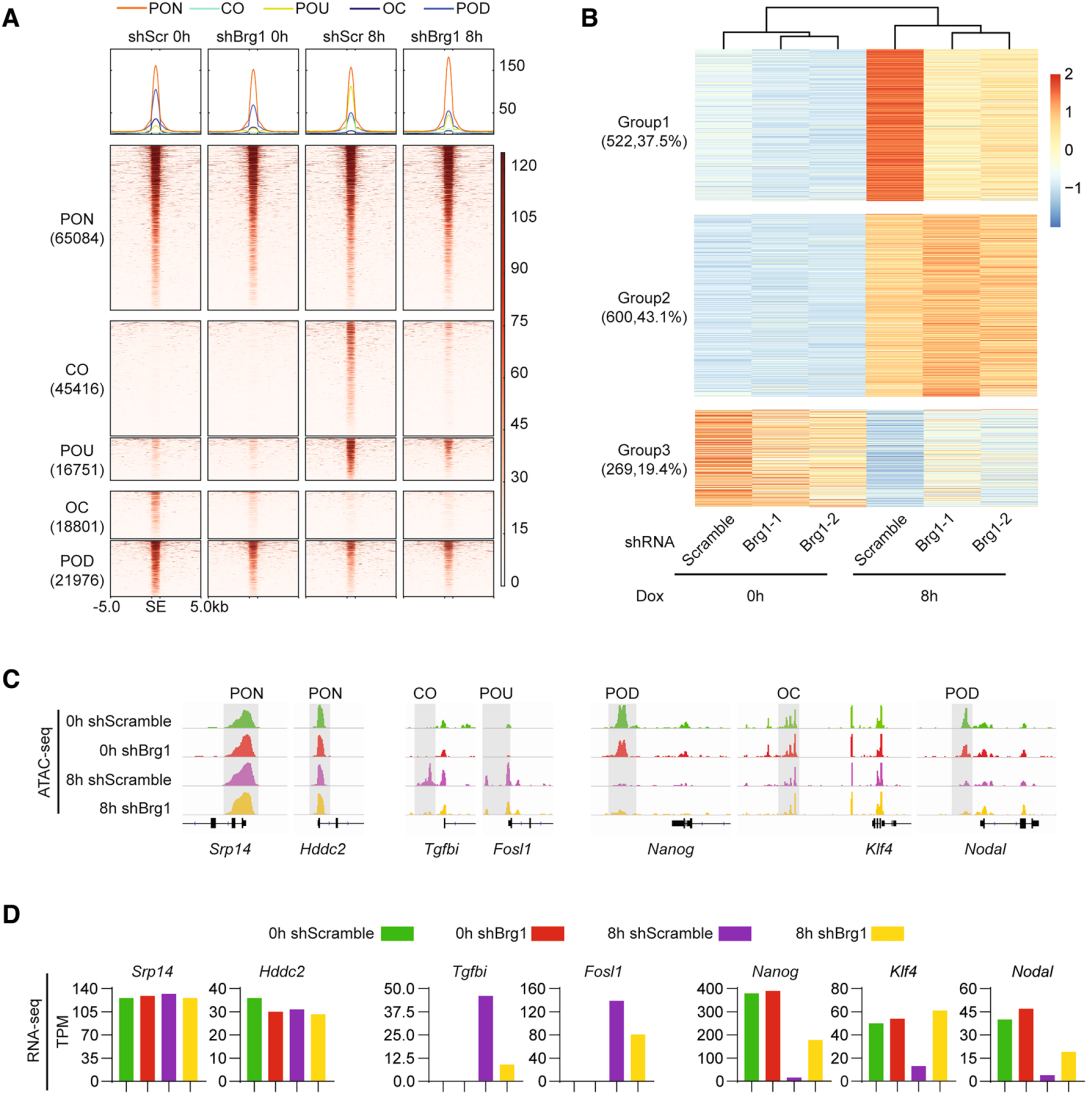
BAFs deficiency will derail JUN-triggered PST. **A** Heatmap of ATAC-seq during Jun plus/minus Brg1 knock down based PST. The five categories were same with Fig. 1B. **B** Heatmap of Brg1 shRNA RNA-seq during JUN based PST, time point 0 h and 8 h. Differential expression gene(DEG) divided three group according shScramble gene expression change between 0 and 8 h. Fold change 1.5. **C** Selected genomic views of the ATAC-seq data are shown for the indicated PON, POU, POD, CO, OC groups. Loci of indicated groups are marked with gray boxes. **D** The RNA-seq expression values for the respective genes in Figure 3C selected genomic views were shown in the bar plot

### SS18/BAFs are not associated with JUN centric protein complexes

The massive and rapid relocation of SS18/BAFs from pluripotent loci to AP-1 binding loci raised a possibility that JUN centric protein complexes may mediate SS18/BAFs relocation by direct protein–protein interaction. To test this hypothesis, we performed IP-MS for JUN or SS18 to detect any possible interaction between JUN-centric protein complex to SS18/BAFs. As the probable protein–protein interaction would be more stable at later stage of PST, we collect JUN^TetON^ ESC samples with DOX treatment for 0, 8 h and 24 h to detect the putative interaction (Fig. 4A). Venn plots showed the dynamics in composition for JUN centric or SS18-centric protein complexes by dox treatment with different time duration (Fig. 4B). Specifically, JUN centric protein complexes shared 34 members at 8 h and 24 h, while SS18 centric protein complexes shared 124 members at 0, 8 and 24 h (Fig. 4B), indicating a high stability for SS18/BAF complexes. We then focused on the interaction between SS18 and JUN. Scatterplots showed that neither JUN nor SS18 could pull down each other in IP-MS data (Fig. 4C). To find any possible protein–protein interaction(s) links JUN and SS18, we built SS18 centric and JUN centric network based on IP-MS data (Additional file 5: Fig. S5A, B). Here, we show that cBAF/ncBAF complexes, the super elongation complex (SEC) and nucleosome remodeling and deacetylase (NuRD) are shared in SS18 centric complex in 0, 8 and 24 h (Additional file 5: Fig. S5A), while AP-1 family members are shared in JUN centric network at 8 and 24 h (Additional file 5: Fig. S5A). Although no obvious interaction between AP-1 family members and subunits within BAF complexes was observed, three proteins, CEBPB, CEBPG and ZSAN4F are shared in both SS18 and JUN centric complexes at 8 h (Additional file 5: Fig. S5A, B), which may link JUN and SS18 during PST. To test this hypothesis, we knocked down those genes by shRNA (Additional file 5: Fig. S5C), and then tested the expression of JUN downstream genes, such as *Anxa1*, *Runx1* or *Pxdc1* by RT-PCR, no inhibitory effect was detected, as SS18 shRNA did during PST (Fig. 4D), suggesting function irrelevant for these three proteins to PST. Interestingly, when analysis time course IP-MS data for SS18 by heatmap (Additional file 5: Fig. S5D), we found NANOG and ESRRB, two key transcriptional factors, undergone a gradually separation from SS18/BAFs at 8 h and 24 h, respectively, suggesting a decoupling of SS18/BAFs for pluripotency maintain during PST (Additional file 5: Fig. S5D).

**Fig. 4:**
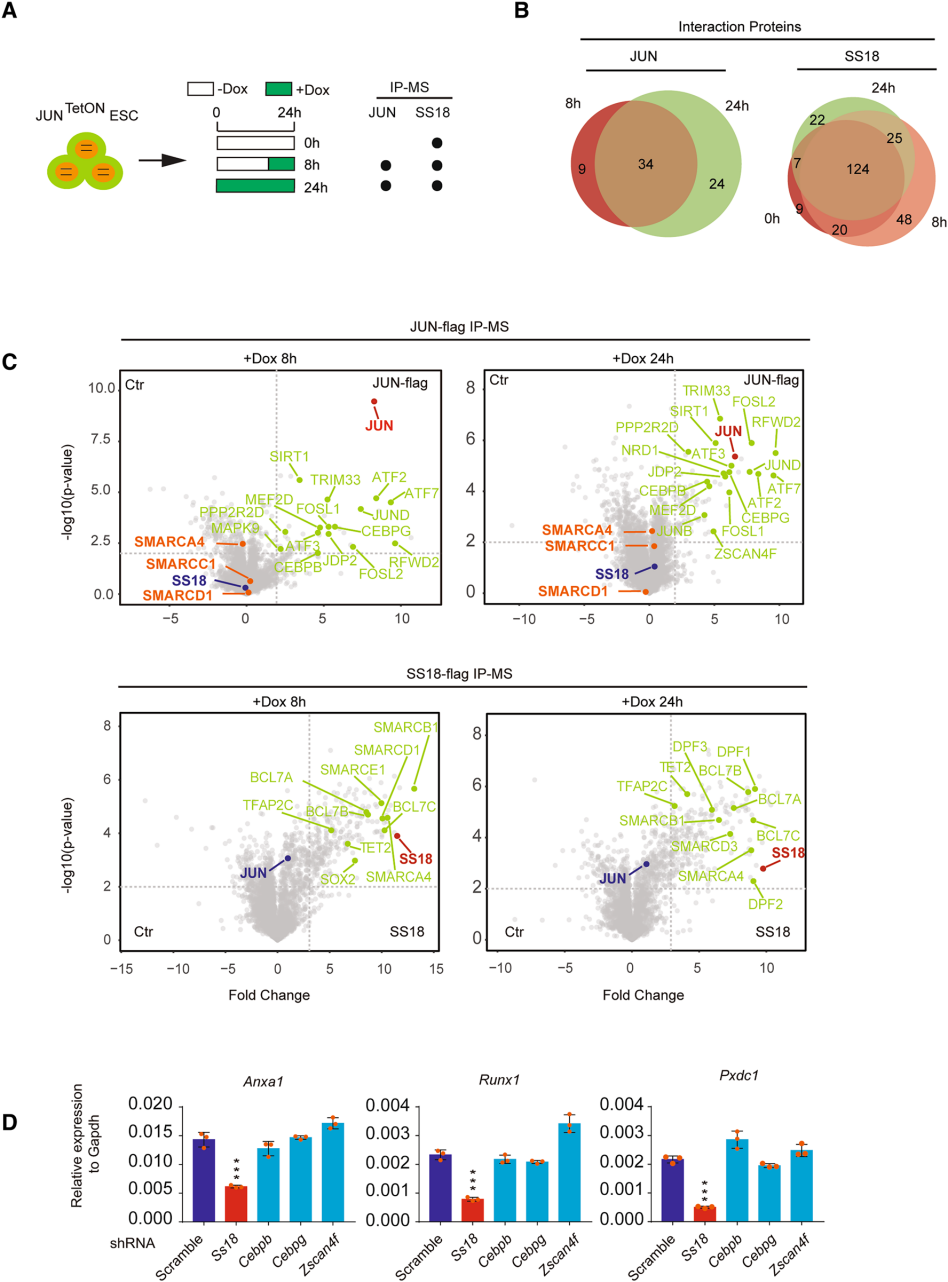
Protein–protein interaction cannot account for BAFs relocation. **A** Schematic illustration of Mass Spectrometry after Immunoprecipitation experiments. Three time points 0 h, 8 h and 24 h were utilized to analyze the proteome of JUN and SS18. **B** Venn plots showing the overlaps of proteins that interact with JUN and SS18 at different time points during PST, respectively. **C** The scatterplots above showed the pairwise comparison between 8 h or 24 h and 0 h during PST by Flag antibody in JUN-Flag^TetON^mESCs with label-free quantification. The proteins of JUN, SS18 and the representative ones interacted with JUN were marked in red, blue, yellow and green respectively. The scatterplots below showed the pairwise comparison between SS18 antibody and IgG isotype control at 8 h and 24 h during PST in Jun-Flag^TetON^ mESCs with label-free quantification. The proteins of SS18, JUN and the representative ones interacted with SS18 were marked in red, blue and green respectively, P-value = 0.01 and fold change = 2 were used as threshold. Every point represented a single protein. IP-MS experiments were performed in triplicate and a two-sample t-test was applied. **D** The expression of representative downstream genes of *Jun* were detected by real-time quantification PCR at 8 h during PST upon the knockdown of the shared three proteins. Data are mean ± s.d., two tailed, unpaired t-test; n = 3 independent experiments, ***P < 0.001

Together, these data suggest that the relocation of SS18/BAFs to target loci is unrelated to direct interaction between JUN centric complexes and SS18/BAFs.

### SS18/BAFs recognize JUN induced H3K27ac signaling for relocation

Given no evidence support the relocation of SS18/BAFs mediated by direct interaction with JUN centric protein complexes, we turned to other mechanisms. BAF complex have been reported mainly co-localized with active histone modification such as H3K27ac, H3K4me1/3, etc. [22]. In addition, Polycomb complex dependent histone modification, such as H3K27me3, H2AK119ub have been shown incompatible with BAF complex [18]. To this end, we performed ChIP-seq for H3K4me1, H3K4me3, H3K9ac, H3K27me3 and H2AK119ub, together with the existing H3K27ac data to investigate the relationship between those histone modifications and SS18/BAFs during JUN induced PST. As shown by heatmap, the occupancy of SS18 in genomic have significant overlap with active histone modification, but barely no overlap with H3K27me3 and H2AK119ub (Additional file 6: Fig. S6A). Venn diagrams show the exact amount of co-occupancy sites between SS18 and those histone modifications at 0 h and 8 h, respectively (Additional file 6: Fig. S6B and S6C). Among all the active histone modification, H3K27ac have the largest overlap with SS18 in binding sites during JUN induced PST(Additional file 6: Fig. S6A–C), indicating a high correlation between H3K27ac and SS18, thus raised the hypothesis that the relocation of SS18/BAFs may regulated by recognizing of H3K27ac signaling during PST.

It was report that H3K27ac could be catalyzed by recruitment of CBP/P300 at JUN binding sites and recognized by proteins that contain bromodomain in BAF complex [23–26]. To this end, we test the above hypothesis by using two compounds, PFI-3, a BRG1 bromodomain (H3K27ac reader) inhibitor, and BI-9564, a BRD7/BRD9 bromodomain inhibitor, to block the BAF dependent H3K27ac recognition [25, 26]. Here, we show by RT-PCR that single or combined application of these two inhibitors, especially the later, could significantly block the activation of JUN target genes, such as *Anxa1*, *Fosl2*, *Runx1* and *Pxdc1* (Fig. 5A). We further performed RNA-seq to investigate the impact of the inhibitors on transcriptome at 8 h during PST. 

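The RNA-seq was made from JUN TetON ESCs, mouse embryonic stem cells in which doxycycline switches on JUN. JUN was induced with 2 μg/ml doxycycline, and the cells received DMSO (the solvent), PFI-3, BI-9564 or both compounds (P+B). Each of the 4 groups had 2 replicate libraries, which gave 8 libraries in all. The legend of Fig. S7A gives 8 h of JUN induction and 6 h of compound, while the labels of the samples give 6 h. Fig. 5A gives 30 μM for PFI-3 alone and for BI-9564 alone, and Fig. 5D and E, for other experiments, give 15 μM of each compound for P+B. The paper's text does not name the dose of each compound in P+B for the RNA-seq. Its supplement labels the P+B libraries PB30, beside P30 and B30 for the single compounds, which leaves that dose unsettled. The authors deposited a table of 50600 gene names with a value for each library. The paper gives RNA-seq expression in TPM, and the deposited values are TPM made whole numbers, with library sums close to 992000. TPM does not keep the number of reads, so the depth of each library is unknown and its counting error is not given. Between 10285 and 10451 genes per library had a value of at least 5. Across genes, the Pearson correlation between the 2 replicates of a group was 0.964 to 0.971 on the log2 scale, and the median absolute difference between them was 0.18 to 0.19 in log2 value. Genes are not independent replicates, so these values describe the libraries only.

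Expression was compared on the scale of log2(value + 1), which understates the change of low genes. The 10222 genes with a mean of at least 5 over the 8 libraries were tested. limma was fitted to all 4 groups together, and a gene was counted as changed when it had an adjusted p-value under 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5, the thresholds that the legend of Fig. S7B gives for P+B. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot go below p = 0.333, so the calls rest on a spread estimated across all groups and shared among genes. Libraries with the same replicate number deviated together, and the fit with the replicate number as a block is given where it changes a call. Within lists of genes, the number past the thresholds was counted without the block.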

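Against DMSO, 409 of the tested genes changed with P+B, 131 higher and 278 lower, and all 409 changed in the same direction in both same-numbered pairs of libraries. With the replicate block, 718 genes changed, 299 higher and 419 lower, and the 409 were among them. The split between directions moved with the scaling between libraries. Quantile normalization gave 81 genes higher and 305 lower, and centring each library on its median gave 86 higher and 401 lower. Without a test, the same fold change was reached by 801 genes higher and 651 lower with P+B. The excess of lower genes thus holds for the called genes only. The alternative that moved the count most was a fit of only the 4 libraries compared, which called 0 genes while 1962 had an unadjusted p-value under 0.05. PFI-3 alone changed 0 genes, with 694 at an unadjusted p-value under 0.05. BI-9564 alone changed 11 genes, 3 higher and 8 lower, and 156 with the replicate block, but 0 when genes with a mean of at least 1 were tested, when 1792 had an unadjusted p-value under 0.05. Compared directly, 134 genes differed between P+B and PFI-3, 27 higher and 107 lower with P+B, and 350 with the replicate block. Between P+B and BI-9564, 20 genes differed, all lower with P+B, and with the replicate block 82 differed, 8 higher and 74 lower. In a test of whether P+B departed from the sum of the single compounds, 0 genes passed. An unadjusted p-value under 0.05 was reached by 333 of the 10222 tested genes, a smaller share than the 0.05 that chance alone would give. With the replicate block 0 genes passed and 588 were under 0.05 before adjustment. If P+B held less of each compound than the single treatments, that sum is not what independent effects would give. The overlap with the genes that JUN raises was not analysed here.

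Among the changed genes, *Flnc*, *Misp*, *Tgm2*, *S100a3* and the processed pseudogene *Gm9830* fell the most with P+B. *Flnc* lies on chromosome 6 of GRCm38 from 29433256 to 29461883 and encodes a filamin. Its values were 52 and 61 with DMSO and 10 and 5 with P+B, a log2 fold change of −2.82 (standard error 0.28, adjusted p = 0.00255 from limma). *Misp* (chromosome 10, 79820989 to 79830490) had a log2 fold change of −2.89 (adjusted p = 0.00308), and *Tgm2* (chromosome 2, 158116402 to 158146436), which overlaps *Rprd1b* on the other strand, of −2.81 (adjusted p = 0.00691). *S100a3*, whose annotated span on chromosome 3 holds *S100a2*, fell from 10 and 11 to 1 and 0, and *Gm9830* from 29 and 38 to 0 in both P+B libraries. The largest rises were those of *Gm20388*, *Gm20463*, *Ccl27a*, the processed pseudogene *Gm6565* and *Gbx2*. *Gbx2*, a homeobox gene on chromosome 1 from 89927956 to 89931179 that overlaps a non-coding transcript, had values of 7 and 10 with DMSO and 26 and 32 with P+B (log2 fold change 1.67, standard error 0.34, adjusted p = 0.0335). *Ccl27a* rose by 2.10 in log2 value (adjusted p = 0.0211) from 2 and 1 to 9 and 10, and the annotation holds a second gene of that name, *Ccl27b*, on the same chromosome. *Gm20388* spans and overlaps many other genes on chromosome 8, and *Gm20463* lies on the strand opposite *Rnf5*. The paper's text does not say whether reads were counted by strand or how reads with several matches were treated, so the values of overlapping genes and pseudogenes are uncertain. Without the filter on low values, *S100a3*, *Gm9830*, *Gm20463*, *Gm6565* and *Gbx2* had adjusted p-values of 0.0859, 0.0614, 0.0524, 0.107 and 0.0902. *Gm6565* and *Gbx2* also lost their call, with adjusted p-values above 0.05, with a mean of at least 1 (0.0643 and 0.054) and with limma without a trend (0.0699 and 0.0562), and *Gm6565* with a pseudocount of 5 (0.0569). In the fit of only the 4 libraries compared, none of the 10 genes was called, with adjusted p-values from 0.1 to 0.153.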

In detail,179 JUN upregulated genes were disturbed by the two inhibitors (Additional file 7: Fig. S7A and S7B). The disturbed genes are involved in the processes of cell-substrate adhesion, positive regulation of cell adhesion (Additional file 7: Fig. S7C), consistent with the morphologic change during JUN induced PST. 

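The paper's gene ontology terms were not used here, and cell-substrate adhesion was followed with a list of 76 genes written from general knowledge. The list holds integrins, focal adhesion proteins and matrix ligands. Its theme was taken from Fig. S7C, which describes genes that fell with P+B in these same libraries. A fall of the list with P+B is therefore not independent evidence for that theme. Of these, 46 were tested. With P+B, 40 of the 46 genes were lower than with DMSO, and the median log2 fold change of the list was −0.36 against 0.06 for all tested genes. limma's camera test against the other tested genes gave an adjusted p of 3.57e-12 over all lists, 0.0003 with fry and 0.0158 with a correlation estimated from the residuals. Over all genes, 12 of the 46 were lower past the thresholds and 0 higher, and 15 were lower when adjusted over the list alone. Quantile normalization gave a median of −0.34 and centring on the library median −0.46. With each library left out in turn, the median stayed between −0.40 and −0.35. Among the largest changes of the list were those of *Itga3* and *Itga7*. *Itga3*, an integrin gene on chromosome 11 of GRCm38 from 95044474 to 95076801, had values of 61 and 75 with DMSO and 18 and 16 with P+B, a log2 fold change of −1.93 (standard error 0.15, adjusted p = 0.001). *Itga7* (chromosome 10, 128933818 to 128958282), which had low values and overlaps the end of *Mettl7b*, fell from 9 and 13 to 2 and 2 (log2 fold change −1.98, standard error 0.35, adjusted p = 0.0203).

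The list was also lower with the single compounds. Its median log2 fold change was −0.17 with PFI-3, with 38 of 46 genes lower (camera, adjusted p = 3.1e-08), and −0.23 with BI-9564, with 39 of 46 lower (camera, adjusted p = 1.02e-07). Without DMSO replicate 1, the median with PFI-3 was −0.11. In neither case did a gene of the list pass the thresholds over all genes. With PFI-3 this holds with the replicate block too, where 0 of all tested genes passed. With BI-9564 the block called 156 genes, and those of the list were not counted among them. When adjusted over the list alone, 2 genes were lower with PFI-3 and 7 with BI-9564. The comparisons share the DMSO libraries. The adhesion list shares 21 tested genes with Reactome's extracellular matrix organization and 8 with its integrin cell surface interactions. These lists are therefore not independent of each other. Of Reactome's 81 genes of integrin cell surface interactions, 24 were tested, and all 24 are in its extracellular matrix list too. Their median with P+B was −0.30, with 16 lower (camera, adjusted p = 6.85e-06) and 5 of them past the thresholds. Reactome's extracellular matrix organization had 85 tested genes with 50 lower and 17 of them past the thresholds (camera, adjusted p = 6.85e-06), and its median was only −0.08. Without DMSO replicate 2 or P+B replicate 1 that median was −0.16 or −0.17, and without P+B replicate 2 it was −0.05.

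**Figure D1:**
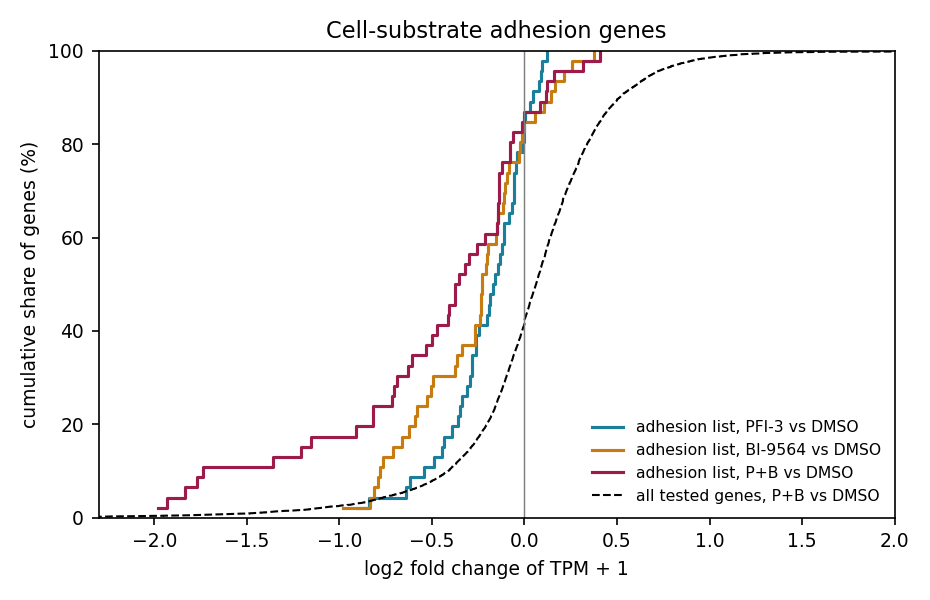
Cumulative share of genes (%, vertical axis) by log2 fold change of TPM + 1 against DMSO (horizontal axis). Solid lines are the 46 tested genes of the cell-substrate adhesion list with PFI-3, BI-9564 and P+B, and the dashed line is the 10222 tested genes with P+B, most of which lie to the right of the list; the median of the list is −0.36 with P+B, −0.17 with PFI-3 and −0.23 with BI-9564.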

We further performed ChIP-seq experiments to detect the location of SS18 upon the treatment of the two inhibitors at 8 h during PST, and show by heatmap that the binding of SS18 to new loci was reduced significantly (Fig. 5B). RT-PCR analysis further confirmed the repression of JUN target genes, such as *Anxa1, Fosl2*, *Fosl1* and *Runx1* by these two inhibitors (Fig. 5C). Furthermore, the JUN induced PST, measuring by cellular morphology and clonogenicity, was delay by the application of the two inhibitors (Fig. 5D, E). 

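The legend of Fig. 5C describes genomic views of ChIP data and RNA-seq data, and the RNA-seq values of these genes are given here as TPM. *Anxa1* lies on chromosome 19 of GRCm38 from 20373428 to 20390944, within a long non-coding gene on the other strand. Its value was 57.5 ± 7.78 (SD, n = 2) with DMSO, 32.5 ± 9.19 with PFI-3, 42.5 ± 3.54 with BI-9564 and 16.5 ± 6.36 with P+B. With P+B, its log2 fold change was −1.78 (standard error 0.27, adjusted p = 0.0105 from limma). *Fosl1* lies on chromosome 19 from 5447547 to 5455946 and overlaps *Ccdc85b* on the other strand. Its value was 57 ± 14.1 (SD, n = 2) with DMSO and 10.5 ± 2.12 with P+B, a log2 fold change of −2.33 (standard error 0.25, adjusted p = 0.00296). *Fosl2*, on chromosome 5 from 32135801 to 32157842, went from 34.5 ± 0.707 (SD, n = 2) to 16.5 ± 3.54, a log2 fold change of −1.04 (standard error 0.17, adjusted p = 0.0169). These 3 genes were the tested ones of the 6 JUN targets that the paper names, and 3 of 3 passed over all genes and when adjusted over the list alone. The paper shows these genes from the same libraries, so the count over the list alone is not independent evidence. Without the filter on low values, *Anxa1* and *Fosl2* had adjusted p-values of 0.0568 and 0.0536, and in the fit of only the 4 libraries compared, *Anxa1*, *Fosl1* and *Fosl2* had 0.137, 0.1 and 0.147. With each library left out in turn, the log2 fold change of *Anxa1* was −2.16 to −1.40, that of *Fosl1* −2.58 to −2.07 and that of *Fosl2* −1.24 to −0.83.

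*Runx1* (chromosome 16, 92601466 to 92826149), *Pxdc1* (chromosome 13, 34627834 to 34653486) and *Tgfbi* (chromosome 13, 56609523 to 56639562) had means under 5 and were not tested with the others. *Runx1* had values of 4 and 9 with DMSO, 2 and 3 with PFI-3, 6 and 6 with BI-9564 and 1 and 1 with P+B. When genes with a mean of at least 1 were tested, its log2 fold change with P+B was −1.82 (standard error 0.39, adjusted p = 0.058), which does not pass 0.05. In the same test *Pxdc1* passed, with values of 8 and 8 with DMSO and 0 and 1 with P+B (log2 fold change −2.67, adjusted p = 0.0251), but its adjusted p was 0.0507 without any filter. *Tgfbi* went from 3 and 7 with DMSO to 0 and 1 with P+B (adjusted p = 0.12). The replicate block was not fitted to *Runx1*, *Pxdc1* and *Tgfbi*, so their adjusted p-values leave the pairing out. Each of the 6 genes was lower in both P+B libraries than in both DMSO libraries, a separation that an exact two-sided permutation test gives p = 0.333, the smallest that 2 libraries against 2 allow.

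With the single compounds none of the tested genes passed the thresholds over all genes. When adjusted over the list alone, 2 of the 3 genes were lower with PFI-3 and 0 with BI-9564. The log2 fold changes of *Anxa1*, *Fosl1* and *Fosl2* were −0.83, −0.80 and −0.37 with PFI-3 and −0.42, −0.68 and −0.02 with BI-9564, and leaving out single libraries moved them. With PFI-3, *Anxa1* was −0.54 without replicate 2 and *Fosl2* −0.24 without replicate 1 of PFI-3. With BI-9564, *Anxa1* was −0.29 without DMSO replicate 1, *Fosl1* −0.38 without BI-9564 replicate 1 and *Fosl2* 0.02 without BI-9564 replicate 2. As a list, the 3 genes had a median of −1.78 with P+B (camera, adjusted p = 1.9e-05, 0.00193 with fry and 0.0491 with an estimated correlation). With PFI-3 the median was −0.80 (camera, adjusted p = 0.000372), which did not pass with fry (0.0591) or an estimated correlation (0.0697), and with BI-9564 it was −0.42 (camera, adjusted p = 0.128). Compared directly, the list was lower with P+B than with PFI-3 by a median of −0.96 (camera, adjusted p = 0.00031), or −0.58 without P+B replicate 2, and lower than with BI-9564 by −1.36 (camera, adjusted p = 1.26e-07). Both differences passed with fry (0.0101 and 0.00874), and with an estimated correlation only the second did (0.069 and 0.0317). When adjusted over the list alone, 3 of 3 genes were lower with P+B than with PFI-3, and 3 of 3 than with BI-9564. Over all genes, *Fosl1* alone differed between P+B and PFI-3 (log2 difference −1.53, adjusted p = 0.0299). With the replicate block so did *Anxa1* (−0.96, adjusted p = 0.019 against 0.129). Between P+B and BI-9564 none of the 3 passed over all genes. With the replicate block *Anxa1* (−1.36, adjusted p = 0.0133 against 0.153), *Fosl1* (−1.65, 0.0233 against 0.0714) and *Fosl2* (−1.01, 0.046 against 0.11) did. From its data as a whole, the paper proposes that H3K27ac is what connects JUN with the relocation of SS18/BAFs.

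**Figure D2:**
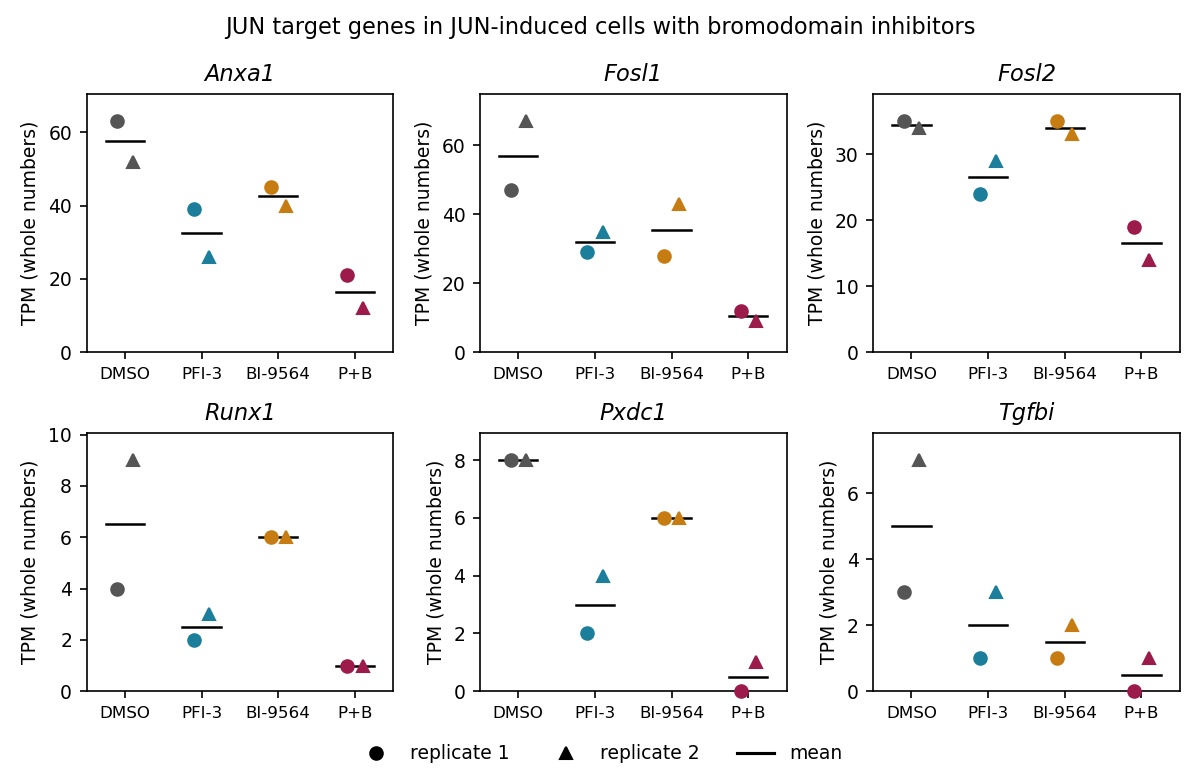
TPM as whole numbers (vertical axes, from 0) of the 6 JUN target genes that the paper names, in cells with DMSO, PFI-3, BI-9564 or P+B (horizontal axes). Circles are replicate 1, triangles replicate 2 and lines the mean of both; for each gene the 2 libraries with P+B sit below the 2 with DMSO.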

Taken together, these data suggest that H3K27ac links JUN to SS18/BAFs relocation in JUN induced PST.

**Fig. 5:**
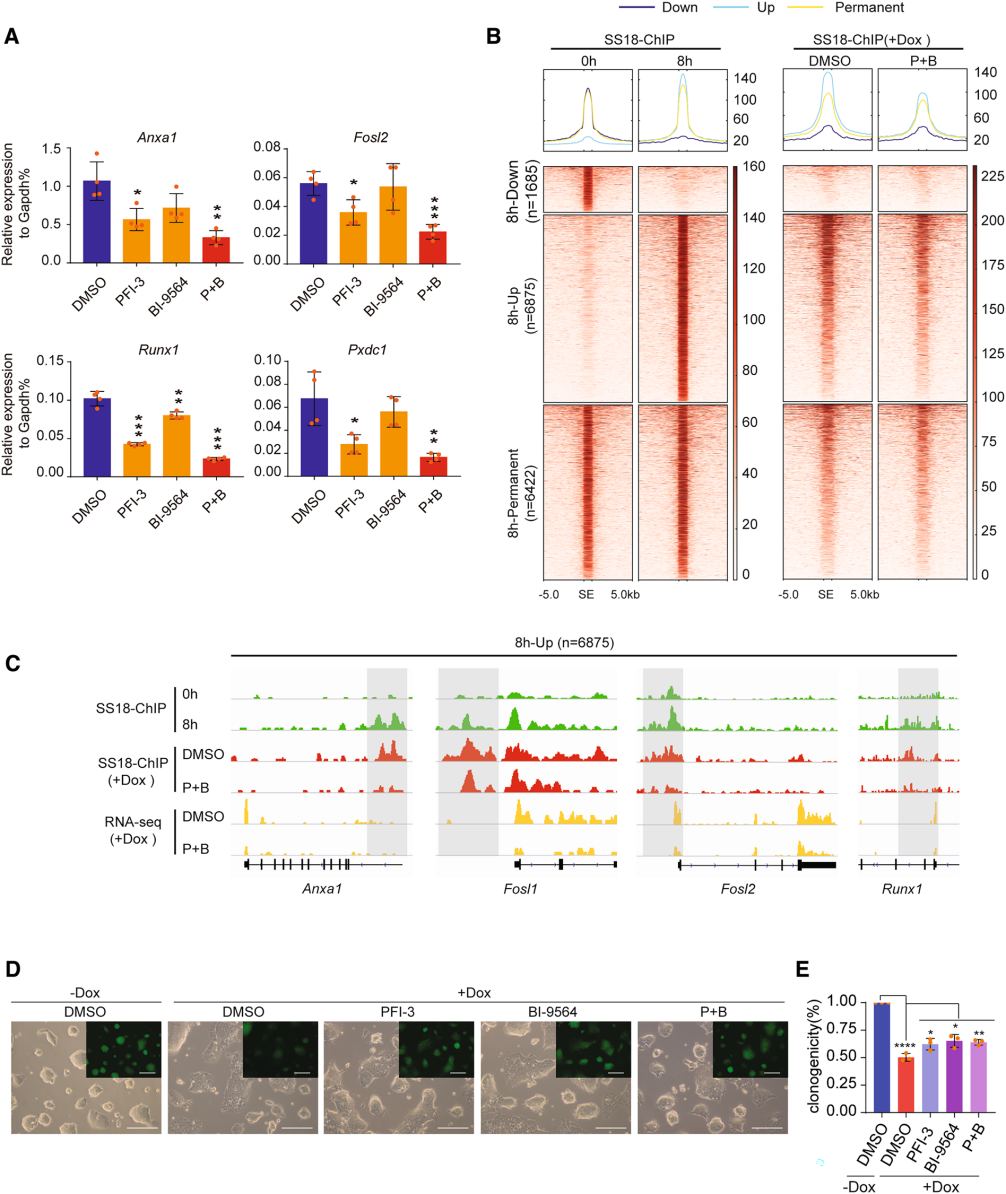
H3K27ac mediates SS18/BAFs relocation and PST. **A** The expression of representative downstream genes of *Jun* were detected by real-time qPCR at 6 h during PST with 30 μM Brg1 bromodomain inhibitor, PFI-3 (P) and 30 μM Brd7/Brd9 bromodomain inhibitor, BI-9564 (B) treatment, and combined P + B. Data are mean ± s.d., two tailed, unpaired t-test; n = 4 independent experiments, *P < 0.05, **P < 0.01, ***P < 0.001. **B** ChIP-seq heatmap showing the SS18 dynamic changes and SS18 ChIP-seq from P + B and DMSO during PST. Loci of chromatin were arranged into three groups depending upon the fold change of strength of SS18 binding peaks between 0 and 8 h. Fold change 2. Down stands for 8 h compare to 0 h < 2, number of peaks = 1685, up stands for 8 h compare to 0 h > 2, number of peaks = 6875, the others peaks stand permanent, number of peaks = 6422. **C** Selected genomic views of ChIP data and RNA-seq data are shown for the indicated Down, Up, Permanent groups. Loci of indicated groups are marked with gray boxes. **D** Representative images for 48 h in 2i/LIF medium after c-Jun induction with different treatment, DMSO(Dox 0 h) DMSO(Dox 6 h), PFI-3(30 μM, Dox 6 h), BI-9564(30 μM, Dox 6 h), P + B(15 μM + 15 μM, Dox 6 h) respectively. Three biological replicates. **E** Clongenicity of OCT4-GFP positive colony recovered for 48 h in 2i/LIF medium after c-Jun induction with different treatment, DMSO(Dox 0 h) DMSO(Dox 6 h), PFI-3(30 μM, Dox 6 h), BI-9564(30 μM, Dox 6 h), P + B(15 μM + 15 μM, Dox 6 h) respectively. Data are mean ± s.d., two-sided, unpaired t test; n = 3 independent experiments. **P < 0.01, ****P < 0.0001

## Discussion

Previously, we proposed that JUN/AP-1 could act as the guardian for somatic cell fate [13, 21], similarly to OCT4 as a guardian for pluripotent cell fate. In parallel to somatic-to-pluripotent transition(SPT) or somatic reprogramming driven by defined factors [27, 28], we established the opposite process, i.e., pluripotent-to-somatic transition (PST) in less than 24 h by taking advantage of JUN induction in mESCs, and further identified the critical corresponding epigenetic machinery SS18/BAFs [15]. In this study, we further investigated the underline mechanisms, especially the key events happened at the early stage of PST. By carefully study the chromatin accessibility dynamics, behaviors of SS18/BAFs as well as the histone modification within the first 8 h, we found that the induction of JUN trigged amount of chromatin opening only within 4 h, accomplish with rapid SS18/BAFs relocation from pluripotent loci to those newly open loci, as well as the activation of somatic genes and deactivation of pluripotent genes. Importantly, we found that the relocation of SS18/BAFs is not mediated by direct interaction among transcriptional factors and epigenetic machine but linked by the histone modification H3K27ac. (Fig. 6A).

**Fig. 6:**
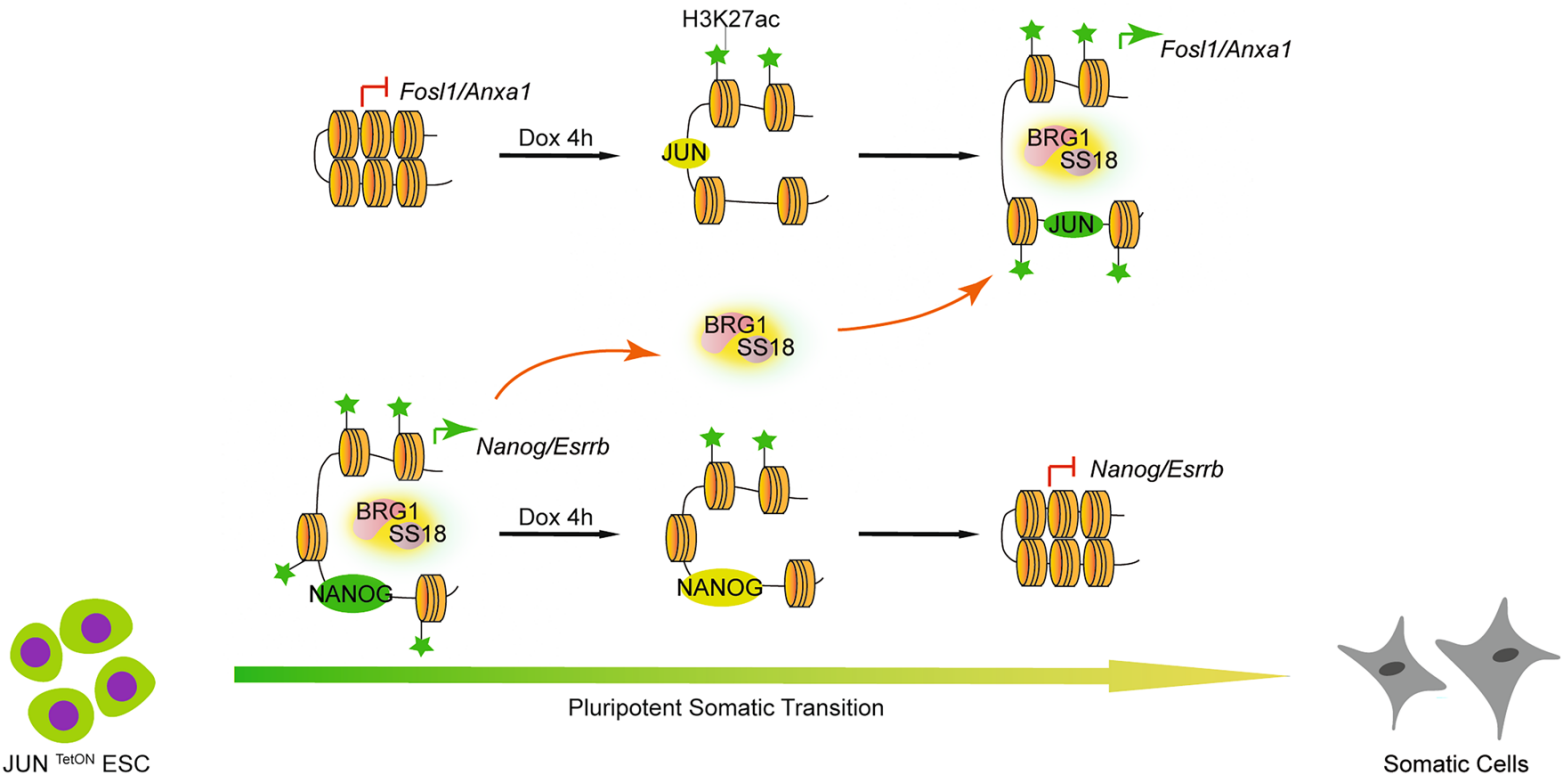
Working model. **A** Working model for JUN induced PST. In embryonic stem cells, opened chromatin marked by H3K27ac are occupied by SS18/BAF and pluripotent transcriptional factors. The induction of cJUN for 4 h can trigger deposition of H3K27ac in cJUN/AP-1 binding sites, which are further recognized by SS18/BAF, leading the opening of the target chromatin and activation of somatic genes. The green asterisk represents H3K27ac

During JUN induced PST, the induction of JUN leads a rapid H3K27ac. Previous studies reported that JUN and FOS can form heterodimer to recruit BAFs directly to participate in enhancer selection in mouse embryonic fibroblasts (MEFs) upon serum stimulate [29, 30]. In addition, TFs such as CBP/P300, CEBPB [31], SMAD1 [32] and ATF2 [33] have been reported can interact with JUN and involved in acetyltransferase activity in different cell context. Thus, the identification of the specific enzyme that catalyzing H3K27 acetylation during PST can offer new insights into the directed differentiation of stem cells.

In this report, we found that the recognition of H3K27ac plays a crucial role in SS18/BAFs relocation. However, other epigenetic modifications, such as H3K4me1/3 seems also involved in JUN induced PST (Additional file 6), and could also recognized by proteins in SS18/BAF complex [34, 35]. The function of different epigenetic modifications as well as their crosstalk during PST deserve further study.

## Conclusions

Taken together, our results reveal a concise orchestration among transcription factor, histone modification and epigenetic machine during cell fate transition. JUN-induced PST model could serve as a powerful tool for further mechanisms research in cell fate regulation.

## Methods

### Cell culture

All the animal experiments were performed with the approval and according to the guidelines of the animal care and use committee of the Guangzhou Institutes of Biomedicine and Health. HEK293T cells are cultured in DMEM supplemented with 10% FBS, GlutaMAX and NEAA. Mouse ESCs are maintained under feeder-free condition with mESC-2i/LIF medium containing DMEM, 15% FBS, NEAA, GlutaMAX,PD0325901 (Targetmol T6189), Chir99021 (Targetmol T2310), LIF (MilliporeESGE107). HEK293T was obtained from ATCC (CRL-1126). mESCs were derived in-house by crossing Oct-GFP trans genetic allele carrying male mice (male CBA/ cAJ x female C57bl/6 J) and female 129/Sv mice. All the cell lines have been confirmed as mycoplasma free with Lonza LT07-318. LIF/2i are pulsed in the culture medium continuously, the final concentration of Dox used in this report is 2 μg/ml.

### Lentivirus‑mediated shRNA transfection

ShRNA lentivirus were constructed into pLKO.1 vector according to operation manual. Sequence of indicated shRNA are provided in Additional file 8: Table S1. shRNA target sequences. Lentiviruses were produced using HEK293T cells, collect virus supernatant after 48 h transfection.

### qRT–PCR and RNA-seq

Total RNAs were prepared with TRIzol. For quantitative PCR, cDNAs were synthesized with ReverTra Ace (Toyobo) and oligo-dT (Takara), and then analysed by qPCR with ChamQ SYBR qPCR Master Mix (Vazyme). The qRT-PCR primers used in this study are provided in Additional file 9: Table S2 RT-qPCR primers. VAHTS mRNA-seq V3 Library Prep Kit for Illumina (NR611, Vazyme) was used for library constructions and sequencing done with NextSeq500 Mid output 150 cycles (FC-404–2001, Illumina) for RNA-seq. RNA-seq data was analyzed by DEseq2, GO.db and Mfuzz. Processed RNA-seq in this study are provided in Additional file 11: Table S4 RNA-seq.

### ChIP-Seq

The ChIP-seq was constructed with NovoNGS CUT&Tag 2.0 HighSensitivity Kit for Illumina (novoprotein N259-YH01) according to manufacturer’s instructions. ChIP-seq data are mapped to the 10 mm mouse genome assembly using bowtie2, version 2.4.1. Information about antibody are provided in Additional file 13: Table S6 Antibody.

### ATAC-seq

ATAC-seq was performed as previously described (Buenrostro et al., 2013; Buenrostro et al., 2015a). In brief, a total of 50,000 cells were washed once with 50 mL of cold PBS and resuspended in 50 mL lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.2% (v/v) IGEPAL CA-630). The suspension of nuclei was then centrifuged for 10 min at 500 g at 4 °C, followed by the addition of 50 mL transposition reaction mix (25 mL TD buffer, 2.5 mL Tn5 transposase and 22.5 mL nuclease-free H2O) of Nextera DNA library Preparation Kit (96 samples) (FC-121–1031, Illumina). Samples were then PCR amplified and incubated at 37 °C for 30 min. DNA was isolated using a MinElute Kit (QIAGEN). ATAC-seq libraries were first subjected to 5 cycles of pre-amplification. To determine the suitable number of cycles required for the second round of PCR the library was assessed by quantitative PCR as described (Buenrostro et al. 2015a), and the library was then PCR amplified for the appropriate number of cycles. Libraries were purified with a Qiaquick PCR (QIAGEN) column. Library concentration was measured using a KAPA Library Quantification kit (KK4824) according to the manufacturer’s instructions. Library integrity was checked by gel electrophoresis. Finally, the ATAC library was sequenced on a NextSeq 500 using a NextSeq 500 High Output Kit v2 (150 cycles) (FC-404-2002, Illumina) according to the manufacturer’s instructions.

### SS18 endogenous immunoprecipitation and on-bead digestion

Whole cellextracts of mES cells with cJun overexpression were prepared using lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 10% Glycerol, 0.5% NP40) with fresh added 1 × Complete Protease inhibitors (Sigma, 1187358001). Cells were incubated for 2 h at 4 °C on a rotation wheel. Soluble cell lysates were collected after maximum speed centrifugation at 4 °C for 15 min. 1 mg of cell lysates were incubated with either SS18 antibody or matched IgG overnight at 4 °C on a rotation wheel. Combined Protein A/G magnetic beads (Bio-rad, 1614833) were added for another 1.5 h. Beads were then washed three times with wash cell lysis buffer and one time with PBS. After completely removal of PBS, immunoprecipitated proteins were digested using on-bead digestion protocol as described before 17. Briefly, beads were incubated with 100 mL of elution buffer (2 M urea, 10 mM DTT and 100 mM Tris pH 8.5) for 20 min. Afterwards, iodoacetamide (Sigma, I1149) was added to a final concentration of 50 mM for a 10 min in the dark, following with 250 ng of trypsin (Promega, V5280) partially digestion for 2 h. After incubation, the supernatant was collected in a separate tube. The beads were then incubated with 100 mL of elution buffer for another 5 min, and the supernatant was collected in the same tube. All these steps were performed at RT in a thermo shaker at 500 g. Combined elutes were digested with 100 ng of trypsin overnight at RT. Finally, tryptic peptides were acidified to pH < 2 by adding 10 mL of 10% TFA (Sigma, 1002641000) and desalted using C18 Stage tips (Sigma, 66,883-U) prior to MS analyses. Each experiment was performed in technical triplicate.

### Mass spectrometry analysis

Tryptic peptides were separated by AcclaimTM PepMapTM 100 C18 column (Thermo, 164,941) using a 140 min of total data collection (100 min of 2–22%, 20 min 22–28% and 12 min of 28–36% gradient of B buffer (80% acetonitrile and 0.1% formic acid in H2O) for peptide separation, following with two steps washes: 2 min of 36–100% and 6 min of 100% B buffer) with an Easy-nLC 1200 connected online to a Fusion Lumos mass spectrometer (Thermo). Scans were collected in data-dependent top-speed mode with dynamic exclusion at 90 s. Raw data were analyzed using MaxQuant version 1.6.0.1 search against Mouse Fasta database, with label free quantification and match between runs functions enabled. The output protein group was analyzed and visualized using DEP package as described before. Processed IP-mass date are provided in Additional file 10: Table S3 IP-MS.

### Statistical information

Data are presented as mean ± s.d. as indicated in the figure legends. Unpaired two-tailed student t test, The P value was calculated with the Prism 6 software. A P < 0.05 was considered as statistically, *P < 0.05, **P < 0.01, ***P < 0.001. No statistical method was used to predetermine sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiment and outcome assessment.

### Data and software availability

The RNA-Seq, ChIP-seq data have been deposited in the Gene Expression Omnibus database under the accession code GSE135451 and GSE186175and in the National Center for Biotechnology Information under the accession number PRJNA843614.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the iProX partner repository [36] with the dataset identifier PXD029277.

## Supplementary Information

Additional file 1. System specificity of JUN^TetON^ ESCs.

Additional file 2. ATAC motif analysis and RNA-seq Gene ontology.

Additional file 3. JUN motif analysis.

Additional file 4. BRG1 is required for JUN to open chromatin.

Additional file 5. SS18/BAFs and JUN form independent complexes.

Additional file 6. H3K27ac co-occupancy with SS18 during JUN induced PST.

Additional file 7. The BAFs’ bromodomain inhibitors impede PST.

Additional file 8. shRNA target sequences used in this study.

Additional file 9. RT-qPCR primers used in this study.

Additional file 10. IP-MS data in this study.

Additional file 11. RNA-seq data in this study.

Additional file 12. ATAC-seq TSS binding sites data in this study.

Additional file 13. Antibody used in this study.

Additional file 14. Descriptions text (Please replace this with a new additional file 14 in the attachments file which we made a minor correction).

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Abbreviations

PST: Pluripotent-somatic transition
CAD: Chromatin accessibility dynamics
CO: Chromatin open
PO: Permanent open
OC: Open to close
POU: PO-up
POD: PO-down
PON: PO-no change
mSWI/SNF: Mammalian switch/sucrose nonfermentable
cBAF: Canonical BAF
ncBAF: Non-canonical BAF
PBAF: Polybromo-associated BAF
ATAC-seq: ATAC sequencing
SEC: Super elongation complex
NuRD: Nucleosome remodeling and deacetylase
PHD: Plant homeodomain

# Supplementary material for: H3K27ac mediated SS18/BAFs relocation regulates JUN induced pluripotent-somatic transition
**Source:** Cell Biosci. 2022 Jun 16;12:89. doi: 10.1186/s13578-022-00827-1
**Supplement:** Supplementary file 3 — Additional file 3. JUN motif analysis.

Fig. S3

A

Dox(8h)

JUN ChIP-seq (peaks=6154)

| Rank | Top10   | motif | p-Value |
|------|---------|-------|---------|
| 1    | FOSL1   |       | 1e-3593 |
| 2    | FOSL2   |       | 1e-3550 |
| 3    | JUNB    |       | 1e-3532 |
| 4    | ATF3    |       | 1e-3479 |
| 5    | BATF    |       | 1e-3421 |
| 6    | AP-1    |       | 1e-3272 |
| 7    | JUN-AP1 |       | 1e-3200 |
| 8    | BACH2   |       | 1e-1696 |
| 9    | MAFK    |       | 1e-601  |
| 10   | NF-E2   |       | 1e-545  |

# Supplementary material for: H3K27ac mediated SS18/BAFs relocation regulates JUN induced pluripotent-somatic transition
**Source:** Cell Biosci. 2022 Jun 16;12:89. doi: 10.1186/s13578-022-00827-1
**Supplement:** Supplementary file 14 — Additional file 14. Descriptions text (Please replace this with a new additional file 14 in the attachments file which we made a minor correction).

**Additional file 1: Figure. S1 System specificity of JUN^TetON^ ESCs**

1. Pluripotent genes and somatic genes expression change in WT OG2 ESCs and JUN^TetON^ ESCs with the 8 hours treatment of 2μg/ml Dox. Data are mean ± s.d., two-sided, unpaired t test; n = 3 independent experiments. **p < 0.01, ****p < 0.0001.
2. representative images of OG2 and JUN^TetON^ ESCs cell morphology were obtained after Dox treatment for 8hrs and Dox was removed and cultured for 48hrs. Three biological copies. Scale bar, 120μm.
3. Knockdown efficiency of *Jun* shRNA and the effect of *Jun* knockdown on pluripotency genes and somatic genes. Data are mean ± s.d., two-sided, unpaired t test; n = 3 independent experiments. **p < 0.01, ****p < 0.0001.

**Additional file 2: Figure. S2 ATAC motif analysis and RNA-seq Gene ontology.**

1. Motif of time course ATAC-seq. CO1-3 are enriched with AP-1 related motif, OC1-3 are enriched with Pluripotency related motif.
2. Motif analysis for PON, POU, POD, OC1, OC2, OC3, CO3 during Jun based PST. Table list for the top10 most enrichment motifs.
3. GO analysis for Group1-3 of Fig. 1E, Gene number each GO term number show in bracket.

**Additional file 3: Figure. S3 JUN motif analysis.**

1. ChIP-seq analysis for Jun at 8h during Jun based PST. Table list for the top10 most enrichment motif. Peaks number=6154.

**Additional file 4: Figure. S4 BRG1 is required for JUN to open chromatin.**

- 1. Heatmap of ATAC-seq during Jun plus/minus Brg1 knock down Jun based PST 8h. Based on chromatin accessibility dynamic changes between shScramble and shBrg1, peaks divided into 3 groups, Down, Permanent and up, FC2.
  2. Table list for the top3 most enrichment motif of each group.
  3. GO analysis for group1 of Fig. 3B. Genes of each GO term number show in bracket.
  4. GO analysis for group2 of Fig. 3B. Genes of each GO term number show in bracket.
  5. GO analysis for group3 of Fig. 3B. Genes of each GO term number show in bracket.

**Additional file 5: Figure. S5 SS18/BAFs and JUN form independent complexes**

1. The network represents the SS18-Centric Protein Complex at different time points during Jun based PST. Complexes are shown as yellow circles. Some representative dynamic ones of transcription factors at 0hrs and 8hrs were highlighted by green. BAF, BAF complex; SEC, super elongation complex; FACT, FACT complex. The three shared proteins at 8hrs during PST within SS18-Centric Protein Complex and JUN-Centric Protein Complex were marked by cyan.
2. The network represents the JUN-Centric Protein Complex at different time points during Jun based PST. AP-1 family is shown as yellow circles. The three shared proteins at 8hrs during PST within SS18-Centric Protein Complex and JUN-Centric Protein Complex were marked by cyan.
3. The knockdown efficiency were detected by real-time quantification PCR at 8hrs during PST upon the knockdown of the shared three proteins. Data are mean±s.d., two tailed, unpaired t-test; n=3 independent experiments, *** P<0.001.
4. Heatmap showed the dynamics interaction between all components in BAF complex and SS18 during PST.

**Additional file 6: Figure. S6 H3K27ac co-occupancy with SS18 during JUN induced PST**

1. The combination analysis for the change of SS18, H3K27ac, H3K4me1, H3K4me3, H3K27me3, H3K9ac, H2AK119ub ChIP-seq during JUN induced PST. SE stands for TSS and TES.
2. Veen plot shows occupancy between SS18 and histone modification in ESCs.
3. Veen plot shows occupancy between SS18 and histone modification after JUN induced 8h.

**Additional file 7: Figure. S7 The BAFs’ bromodomain inhibitors impede PST.**

1. Heatmap of RNA-seq of Jun induced 8h and treated 6h with PFI-3(P), BI-9564(B) and P+B(PB). DEG were divided according dox+8h verus Dox+0h, fold change 1.5, p adjust-value 0.01.
2. Veen plot show overlap genes between upregulated in Jun induced and downregulated in PB treatment. DEG in JUN: Fold change 1.5, p adjust-value 0.01, DEG in PB: Fold change 1.5, p adjust-value 0.05.
3. Plot of top 10 GO BP enrichment for 60 overlap genes of Figure. S5B.

**Additional file 8: Table. S1 shRNA target sequences used in this study.**

**Additional file 9: Table. S2 RT-qPCR primers used in this study.**

**Additional file 10: Table. S3 IP-MS data in this study.**

**Additional file 11: Table. S4 RNA-seq data in this study.**

**Additional file 12: Table. S5 ATAC-seq TSS binding sites data in this study.**

**Additional file 13: Table. S6 Antibody used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

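RNA-seq was analysed from JUN TetON ESCs induced with doxycycline and treated with DMSO, PFI-3, BI-9564 or P+B, with 2 libraries per group and 8 in all. The paper's methods describe libraries made with a VAHTS mRNA-seq kit, sequenced on a NextSeq500 and analysed by the authors with DESeq2, GO.db and Mfuzz. The paper's text does not name the aligner, the genome build or the annotation of the RNA-seq. The samples were grouped by their labels and by the legend of Fig. S7A, and all 8 columns of the table were used.

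The authors deposited a single table of 50600 gene names, in which each value is a score per gene and library, namely TPM that the authors made whole numbers. This was checked on the values: all of them were whole, and the libraries summed to close to 992000, just under the total that TPM has. The paper states that its RNA-seq expression units are TPM. A copy of Table S4 that holds 406 rows of the same measurement had identical values in 406 of 406 rows, and only these rows of it were used. In the deposited table 94 rows had a repeated name, 27 were named as a date, as spreadsheet programs write some gene symbols, and 33075 were at 0 in all libraries. TPM keeps no depth, so counting error is unknown, and tools that need raw counts were not used. DESeq2, the authors' tool, was therefore not run.

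Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend on the mean). Genes with a mean of at least 5 over the 8 libraries were tested, which left 10222. All groups were fitted together without a block, with 4 residual degrees of freedom before moderation. P+B, PFI-3 and BI-9564 were each compared with DMSO, P+B with each single compound, BI-9564 with PFI-3, and P+B with the sum of the single compounds (the interaction). P-values were adjusted by Benjamini-Hochberg within each comparison, and the thresholds were an adjusted p-value under 0.05 and a fold change of at least 1.5.

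Lists of genes were tested with limma's camera (a preset correlation of 0.01, two-sided), adjusted over all lists of a comparison, and again with fry and with a correlation estimated from the residuals. The lists were the JUN targets, the pluripotency genes, the genes called unchanged and the proteins shared by JUN and SS18 complexes that the paper names, the genes of JUN and of the proteins the compounds bind or the study follows, and lists from general knowledge of the AP-1 family, cell-substrate adhesion, p53 response, amino acid stress (ATF4) response, response to BET inhibition, cholesterol synthesis and fibroblasts. From Reactome, as held in fgsea 1.28.0, extracellular matrix organization (262 of 265 members matched by name, 98.9%) and integrin cell surface interactions (81 of 81) were added. The fibroblast list had 1 tested gene of 10 and was left untested. Positions are from GENCODE M21 on GRCm38 (mm10).

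The genes named are all genes of the lists taken from the paper, the 5 with the largest rise and the 5 with the largest fall with P+B among those past the thresholds and changed the same way in both same-numbered pairs, and up to 3 genes of any other list. This rule, the groups, the lists and the alternatives were fixed before the data were examined. So were the comparisons, except that of BI-9564 with PFI-3. The list tests fixed then were those of P+B against DMSO, and for the JUN targets also those of each single compound against DMSO. The other list tests were not part of that plan.

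Groups share replicate numbers in the labels. The difference between replicate 1 and replicate 2 was correlated across genes between all 6 pairs of groups, with Pearson's r from 0.143 to 0.236, so the numbers were taken to pair the samples. A fit with the replicate number as a block was therefore run beside the results on the genes with a mean of at least 5. It was not run for *Runx1*, *Pxdc1* and *Tgfbi*, which that filter left out.

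The whole procedure was tested on simulated data with the real genes and means. Each gene was given the median spread of genes at its level, with noise independent between genes and libraries. Differences in spread at a level, correlation between genes and the replicate series were thus left out. The test cannot show how the calls or camera behave where these are present. Of 10222 simulated genes, 100 of 100 with a log2 change of 2 and 88 of 100 with a log2 change of 1 were called, with 7 calls among 9982 unchanged genes and 1 in a comparison without any change, where 5.2% of genes had an unadjusted p-value under 0.05. A list of 40 genes changed on purpose passed camera with a median of −0.52, and a list of 40 unchanged genes did not pass.

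The alternatives were the replicate block, pseudocounts of 0.5 and 5, filters of a mean of at least 1, of at least 20 and none, quantile normalization and median centring, limma without a trend, a fit of only the 4 libraries compared, no fold threshold, an adjusted p-value threshold of 0.01, and leaving out each library in turn. The genes that JUN raises were not used, because the copy of that table held here is partial.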

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

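The tests of the whole-number values and of the level of *Jun* in this part were chosen after the results were seen. The other tests of explanations were set before their outcome was known. The comparison of BI-9564 with PFI-3 and the list tests of the interaction were not in the plan fixed before the data were examined.

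The effect of P+B differed from the sum of the effects of PFI-3 and BI-9564 in 3 lists. The JUN targets fell by more than the sum, with a median interaction of −0.64 in log2 value and 3 of 3 genes below 0 (camera, adjusted p = 0.00794). The AP-1 family had −0.25 with 8 of 9 below 0 (camera, adjusted p = 0.0421), and it shares 2 tested genes with the JUN targets. The amino acid stress genes had −0.16 with 10 of 12 below 0 (camera, adjusted p = 0.0421). None of the 3 passed with fry (0.283, 0.283 and 0.44) or with an estimated correlation (0.353 for each). Of single genes 0 passed, and 333 had an unadjusted p-value under 0.05, a smaller share of those tested than chance alone would give. The AP-1 list also lost its call in 4 other alternatives and the amino acid stress list in 4. Leaving out single libraries gave −0.91 to −0.43 for the JUN targets. Without PFI-3 replicate 2 the AP-1 value was −0.13 and without DMSO replicate 1 it was −0.41. The amino acid stress value was −0.27 without DMSO replicate 1 or PFI-3 replicate 1, and −0.25 without P+B replicate 2. For the JUN targets, the whole-number values were tested on log2 TPM without an added 1, where the deposited values gave −0.67. If the decimals were dropped, the placing that makes the departure smallest (P+B and DMSO raised by 1) still gave −0.544, and if the values were rounded, the corresponding placing gave −0.558. A departure shared by all genes that the single compounds lower stays open. Of 10000 random lists of 3 genes matched on the summed effect of the single compounds, 0.34% had a median as low, and the draws had a median of 0.18. This excludes nothing, because the paper shows the JUN targets as repressed from the same libraries, and genes chosen for a strong fall with P+B would lie below such lists in any case. Whether they were chosen for it is not settled. The paper names *Anxa1* and *Fosl1* as activated with JUN before it turns to the inhibitors, and *Fosl2* as a target gene only with them. What stays open besides is such a choice, chance in so short a list, the dose, and a joint action of the compounds on JUN targets. The libraries do not separate these. P+B may have held less of each compound than the single treatments (Fig. 5D and E give 15 μM of each against 30 μM). In that case their sum is not the additive expectation. The supplement labels these libraries P30, B30 and PB30, which does not settle the dose of each compound in P+B.

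PFI-3 and BI-9564 differed from each other in 11 genes, 3 higher and 8 lower with BI-9564, and in 151 with the replicate block. They also differed in 3 lists. The pluripotency genes named by the paper were lower with BI-9564 than with PFI-3 (median log2 difference −0.61, lower in 9 of 9 genes, camera, adjusted p = 0.000175). The p53 response genes were higher (median 0.60, in 13 of 13 genes, camera, adjusted p = 3.14e-10), and the amino acid stress genes lower (median −0.29, in 10 of 12 genes, camera, adjusted p = 0.000182). With fry, the p53 and amino acid stress lists passed (0.0488 and 0.0195) and the pluripotency list did not (0.288), or only with the replicate block (0.0161). With an estimated correlation none passed (0.275, 0.275 and 0.353). The list of *Jun* and the inhibitors' targets was higher with BI-9564 in 6 of 6 genes (median 0.14, camera, adjusted p = 0.136) and passed with the replicate block (0.0173), with fry (0.0488) and without a filter (0.045), but not with an estimated correlation (0.334). Leaving out single libraries without regard to pairing moved the medians. The pluripotency median was −0.18 without BI-9564 replicate 2 and −0.35 without PFI-3 replicate 1, and the p53 median was 0.31 without PFI-3 replicate 2. The pluripotency list was itself lower in replicate 2 than in replicate 1 (median −0.38), so such values mix the compounds with the replicate series. Within same-numbered pairs, every pluripotency gene was lower with BI-9564 than with PFI-3, except *Nodal* in replicate 1 (19 against 16). A scaling difference between libraries has values against it for all 3 lists, since quantile normalization left medians of −0.60 (pluripotency, −0.5982), 0.60 (p53, 0.6025) and −0.27 (amino acid stress, −0.2661). Gene length and GC content have a value against them for the p53 list, whose median was 0.55 after a smooth trend on both was removed. Less *Jun* messenger with PFI-3 as the whole cause of the higher pluripotency genes stays open. *Jun* was alike with P+B and PFI-3 (log2 difference −0.02), and the pluripotency genes differed between these groups by −0.35 in the median, lower with P+B in 7 of 9 genes (camera, adjusted p = 0.0181), which goes against it. That difference did not pass with fry (0.452, or 0.0344 with the replicate block) or with an estimated correlation (0.532). Without regard to pairing, it was −0.12 without P+B replicate 2, −0.15 without PFI-3 replicate 1 and −0.51 without P+B replicate 1. A different action of the compounds, whose named targets differ, is the biological explanation that the design offers. It stays open as a hypothesis beside unequal potency at the doses used, which was not tested.

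P+B raised 131 genes, while the paper discusses genes that P+B lowers. A scaling difference between libraries was tested as the cause of these rises: with quantile normalization 81 genes were higher with P+B, so the count fell by more than 1.5-fold and scaling stays open as a cause of part of it. Median centring gave 86, limma without a trend 150 and the replicate block 299. Without a filter 45 were higher, at an adjusted p-value threshold of 0.01 12 were, and in the fit of only the 4 libraries compared 0 were, with 1962 genes in either direction at an unadjusted p-value under 0.05. Pseudogenes are few among the changed genes in both directions, 5 of the 400 with an annotation. The rises may follow from the compounds' binding to BAF subunits, from another target or from slower PST, and the libraries do not tell these apart beyond the test of BET bromodomains among the other observations.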

How the results depend on the processing

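All 409 genes that changed with P+B were also called with the replicate block, which gave 718. The count was 411 and 385 with pseudocounts of 0.5 and 5, 339 with a mean of at least 1, 327 with a mean of at least 20, 386 with quantile normalization, 487 with median centring, 385 without a trend and 500 without a fold threshold. The genes shared with the 409 were 409, 374, 305, 299, 346, 364 and 311 in all of these but the last. Without any filter, 17525 genes were tested and 201 called, 178 of them shared. With an adjusted p-value threshold of 0.01, 124 passed, and in the fit of only the 4 libraries compared 0 did, with 1962 at an unadjusted p-value under 0.05. That fit estimates the spread from 4 libraries only.

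With BI-9564 alone, 11 genes became 156 with the replicate block, 17 with a pseudocount of 5, 33 with a mean of at least 20, 21 with median centring, and 0 with a mean of at least 1, without a filter, without a trend, with only the 4 libraries compared and with a threshold of 0.01. In these, 1792, 2101, 1516 and 1384 genes had an unadjusted p-value under 0.05 in the order given, the last setting left aside. For P+B against PFI-3, 134 became 350 with the replicate block, 77 with a mean of at least 1, 6 without a filter, 4 without a trend, 0 with only the 4 libraries (1555 at an unadjusted p-value under 0.05) and 9 at 0.01. For P+B against BI-9564, 20 became 82 with the replicate block, 2 with a mean of at least 1, 0 without a filter (1282 at an unadjusted p-value under 0.05), 2 without a trend, 0 with only the 4 libraries (779 at an unadjusted p-value under 0.05) and 1 at 0.01. Apart from the filters, the number of libraries and the thresholds, whose construction changes the number of tests or calls, the cause was not tested. PFI-3 and the interaction had 0 genes in every alternative run on them. Without any test, the genes that differed at least 1.5-fold from DMSO were 1452 with P+B (1619 to 1763 with each library left out), 887 with BI-9564 (1114 to 1240) and 487 with PFI-3 (705 to 794, with 745 without DMSO replicate 1, 781 without DMSO replicate 2 and 794 without PFI-3 replicate 1). Means of fewer libraries vary more, so these counts rise by construction.

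The medians of the JUN targets and of the adhesion list with P+B kept their direction and their calls in every alternative run on them. The JUN targets with PFI-3, −0.80 in the median, lost their call with an estimated correlation (adjusted p = 0.0697) and with fry (0.0591), and leaving out single libraries gave −0.69 to −0.54. The block brought the adjusted p of *Jun* with P+B under 0.05 (−0.37, 0.00156 against 0.437), at a change below 1.5-fold. It did the same for *Klf4* (0.52) and *Klf5* (−0.49) with P+B, also below 1.5-fold. Past both thresholds, it gained *Esrrb* (0.74) with P+B and *Misp* (−2.28), *Tgm2* (−1.79) and *Gm6565* (2.12) with BI-9564. The pluripotency list with BI-9564 (−0.16, camera, adjusted p = 0.0196 against 0.112) was gained too. Without regard to pairing, its median was −0.42 without BI-9564 replicate 1 and 0.14 without DMSO replicate 1. Between treated groups the block gained, beside the JUN targets, *Tgm2* (−1.50) and *Gbx2* (1.31) for P+B against PFI-3, *Esrrb* (0.88), *S100a3* (−2.90) and *Gbx2* (1.24) for P+B against BI-9564, and *Esrrb* (−0.88), *Nanog* (−0.89), *Klf4* (−0.72), *Tfcp2l1* (−0.61) and *Misp* (−1.51) for BI-9564 against PFI-3. *Klf5* for P+B against PFI-3 (−0.53) and *Jun* came under 0.05 below 1.5-fold. With fry, the block brought under 0.05 the lists named with that value in the other parts, and took the amino acid stress list with PFI-3 above it (0.0528 against 0.0381). By camera, it also gained the list of *Jun* and the inhibitors' targets for BI-9564 against PFI-3 (0.0173 against 0.136). It changed no other call given here that was computed with it. The numbers of list genes past the thresholds, over all genes or over the list alone, were counted without the block only.

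Values near 0 changed sign, and none of them was called in either setting. With median centring this held for *Nanog* (−0.03), *Pbrm1* (−0.0253), *Ss18* (−0.0219), *Cebpb* (−0.0303), *Cebpg* (−0.0043) and the list of proteins shared by JUN and SS18 complexes (−0.0043) with P+B, for *Klf5* (−0.0130), *Pou5f1* (−0.0041), *Srp14* (−0.0043) and *Ss18* (−0.0275) with PFI-3, and for *Brd7* (−0.0261) with BI-9564. With quantile normalization it held for *Cebpb* (−0.0411), *Cebpg* (−0.0187) and the same list (−0.0187) with P+B. The list of *Jun* and the inhibitors' targets went from −0.0149 to 0.0678 with a mean of at least 1 and without a filter, because *Smarca2* then joined the tested genes. For the scalings the cause was not tested. Over the single genes and the remaining lists, an adjusted p rose above 0.05 67 times and came under it 13 times, 8 of them with the block as given above, and values without a test moved by more than the spread between replicates 26 times. The alternatives were first computed for every list in every comparison and limited to the results given here after these were seen. Over all 91 pairs of list and comparison a median changed sign 13 times, and 4 of these are given here.

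The count tools listed as alternatives for raw counts were not run, since the values are not counts. Depth is unknown, so a low value such as that of *Runx1* limits what can be called more than the number of tests shows.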

Differences from the paper's values

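The paper names *Runx1* among the JUN target genes repressed by the inhibitors (Fig. 5C). Its text gives RT-PCR as the assay, while the legend of Fig. 5C describes ChIP and RNA-seq views. Which of them the statement rests on is not settled. In these libraries *Runx1* was lower with P+B (1 and 1) than with DMSO (4 and 9) but was not called. No fit with the replicate block was run on *Runx1*. Its mean was under 5, and the alternatives that tested it, a mean of at least 1 and no filter, gave adjusted p-values of 0.058 and 0.0859 for a log2 fold change of −1.82. Neither alternative used the replicate block. *Pxdc1*, which the paper names for the qPCR of Fig. 5A, was called with a mean of at least 1 (adjusted p = 0.0251) and not without a filter (adjusted p = 0.0507).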

Other observations

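The tests of *Jun*, of BET bromodomains, of genes listed at 0 and of the replicate series in this part were chosen after the results were seen. The test of length and GC content on the adhesion list was set before.

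*Jun* itself was measured in the same libraries, and the table does not separate the transgene from the cells' own gene. Its TPM values were 1970 and 2877 with DMSO, 1570 and 2227 with PFI-3, 2071 and 3011 with BI-9564 and 1569 and 2159 with P+B. With P+B the log2 fold change was −0.37 (standard error 0.26, adjusted p = 0.437), and with the replicate block the standard error was 0.0378 and the adjusted p 0.00156. Leaving out 1 library without regard to pairing gave −0.64 (without DMSO replicate 1) to −0.10 (without DMSO replicate 2). With PFI-3 it was −0.35 (adjusted p = 0.116 with the block), BI-9564 was higher than PFI-3 by 0.42 (adjusted p = 0.00961 with the block), and P+B was lower than BI-9564 by −0.44 (adjusted p = 0.00635 with the block, 0.769 without). A scaling difference between libraries has a value against it, since the block with median centring gave −0.46 (−0.4642) with P+B. A lower level of *Jun* may contribute to the fall of its targets. Whether it is the whole cause stays open. The JUN targets were lower with P+B than with PFI-3 by −0.96 in the median (−0.9585) although *Jun* differed by only −0.02. However, the paper shows the fall of these genes in the same libraries, and whether they were chosen for it is not settled. Whether the compounds act on the doxycycline-driven promoter was not tested.

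The 9 pluripotency genes named by the paper had a median log2 fold change of 0.11 with P+B (6 of 9 higher, camera, adjusted p = 0.944), so a shared rise was not detected. Leaving out single libraries without regard to pairing gave −0.17 (without DMSO replicate 2) to 0.47 (without DMSO replicate 1). With PFI-3 the median was 0.46 and 9 of 9 were higher (camera, adjusted p = 0.00284), but not with fry (0.445), or only with the block (0.0397). Without regard to pairing, the median with PFI-3 was 0.08 without DMSO replicate 2, 0.085 without PFI-3 replicate 1 and 0.84 without DMSO replicate 1. With the replicate block, *Esrrb* (0.74, adjusted p = 0.00486) and *Klf4* (0.52, adjusted p = 0.0331) were higher and *Klf5* (−0.49, adjusted p = 0.00521) lower with P+B, *Klf4* and *Klf5* by less than 1.5-fold.

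Genes that rise when BET bromodomains are inhibited had a median of 0.78 (0.7809) with P+B, higher in 5 of 5 tested genes, most of them histone genes (camera, adjusted p = 0.0117, 0.0003 with fry, 0.112 with an estimated correlation). Leaving out single libraries gave 0.67 to 0.89. With BI-9564 the median was 0.23, higher in 5 of 5 genes (camera, adjusted p = 0.0946, 0.0209 with fry). With PFI-3 it was −0.27, higher in 2 of 5 (camera, adjusted p = 0.81). Some binding of BET bromodomains with P+B is a hypothesis for the rise, and which compound would bind is not settled. Such histone genes may also follow the cell cycle, which was not tested. The p53 response genes had a median of 0.41 with P+B (12 of 13 higher, camera, adjusted p = 0.000318) and 0.51 with BI-9564 (12 of 13 higher, camera, adjusted p = 2.46e-07), against −0.03 with PFI-3 (camera, adjusted p = 0.112), which changed sign when single libraries were left out (0.11 without DMSO replicate 1). The cholesterol synthesis genes had a median of 0.29 with P+B (16 of 17 higher, camera, adjusted p = 0.000318). Neither list passed with fry (0.0584 for both with P+B), or only with the replicate block (0.0318 for p53 and 0.0266 for cholesterol), and BI-9564 had 0.0602 for p53 with fry, or 0.0422 with the block. With an estimated correlation neither passed (0.317 and 0.341 with P+B). The amino acid stress genes had −0.10 with P+B (camera, adjusted p = 0.494) and 0.07 without P+B replicate 1, against 0.26 with PFI-3 (camera, adjusted p = 7.78e-05), or 0.41 without DMSO replicate 1. The value with PFI-3 passed with fry (0.0381) but not with fry and the replicate block (0.0528) or an estimated correlation (0.054). With BI-9564 the median was −0.13 (camera, adjusted p = 0.0946), or −0.20 without BI-9564 replicate 2 and −0.08 without DMSO replicate 2. The AP-1 family had −0.53 with P+B (8 of 9 lower, camera, adjusted p = 1.05e-06, 0.000805 with fry).

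The genes that the paper calls unchanged had a median of −0.11 with P+B (camera, adjusted p = 0.494), the proteins shared by JUN and SS18 complexes 0.09 (camera, adjusted p = 0.944) and the list of *Jun* and the inhibitors' targets −0.01 (camera, adjusted p = 0.872). The sign of the last 2 medians changed when single libraries were left out: −0.17 without DMSO replicate 1 for the shared proteins, and 0.0049 without DMSO replicate 1 for the inhibitors' targets.

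Gene length and GC content were tested as a cause of the fall of the adhesion list with P+B. After a smooth trend on both was removed in the fit with the replicate block, the median was −0.41 (−0.4054, camera, adjusted p = 8.38e-12), over the 44 of 46 genes with a value. Across genes, the log2 fold change with P+B had a Spearman correlation of 0.000902 with GC content and 0.0497 with length.

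The replicate series differed from each other in every group. Over the 4 groups, 135 genes differed past the thresholds between replicate 2 and replicate 1, 57 higher and 78 lower in replicate 2. *Jun* was higher in replicate 2 (log2 difference 0.51, adjusted p = 0.000382), as was *Zscan4f* (2.31, adjusted p = 0.00144), while *Nanog* was lower (−0.81, adjusted p = 0.00429). The pluripotency list was lower in 9 of 9 genes (median −0.38, camera, adjusted p = 2.07e-07). A stronger induction of JUN in the series of replicate 2 is a candidate explanation for *Jun* and the pluripotency genes. It cannot be told apart from other differences between the series with these genes, because *Anxa1* was −0.44 (−0.441, adjusted p = 0.0828), *Fosl1* 0.25 (adjusted p = 0.447) and *Fosl2* −0.07 (adjusted p = 0.802), and as a list they had a median of −0.07 with 1 of 3 higher in replicate 2 (camera, adjusted p = 0.677). The JUN targets thus went both ways, and none was under 0.05. Neither the labels nor the paper give a date or batch for the series.

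In 24 tested genes, 1 replicate of a group was listed at 0 and the other at 20 or more. Of the 22 with an annotation, 11 were pseudogenes (50%), against 196 of 9957 other genes (1.97%, Fisher's exact test, p = 1.4e-13). This is consistent with reads shared between near-identical copies being assigned to different copies in different libraries. Of the 24 genes, 0 were called with P+B.

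The effects of the compounds were compared across genes in libraries that are not shared. The difference of P+B from BI-9564 and that of PFI-3 from DMSO had a Pearson correlation of 0.294 (Spearman 0.277), and the difference of P+B from PFI-3 and that of BI-9564 from DMSO 0.54 (Spearman 0.543). Genes are not independent replicates, so no p-value is given. PFI-3 and BI-9564, both against DMSO, had a Pearson correlation of 0.403, which is below the 0.498 that simulated unchanged groups sharing those controls gave (highest 0.55 of 100), so their shared DMSO libraries alone give a value as large.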
